# The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the *LTBP4* gene

**DOI:** 10.1186/s13395-021-00273-6

**Published:** 2021-07-22

**Authors:** Simonetta Andrea Licandro, Luca Crippa, Roberta Pomarico, Raffaella Perego, Gianluca Fossati, Flavio Leoni, Christian Steinkühler

**Keywords:** Duchenne nuscular dystrophy, Givinostat, *mdx*, D2.B10, *LTBP4*, HDAC inhibitor

## Abstract

**Background:**

In the search of genetic determinants of Duchenne muscular dystrophy (DMD) severity, *LTBP4*, a member of the latent TGF-β binding protein family, emerged as an important predictor of functional outcome trajectories in mice and humans. Nonsynonymous single-nucleotide polymorphisms in *LTBP4* gene associate with prolonged ambulation in DMD patients, whereas an in-frame insertion polymorphism in the mouse *LTBP4* locus modulates disease severity in mice by altering proteolytic stability of the Ltbp4 protein and release of transforming growth factor-β (TGF-β). Givinostat, a pan-histone deacetylase inhibitor currently in phase III clinical trials for DMD treatment, significantly reduces fibrosis in muscle tissue and promotes the increase of the cross-sectional area (CSA) of muscles in *mdx* mice. In this study, we investigated the activity of Givinostat in *mdx* and in D2.B10 mice, two mouse models expressing different Ltbp4 variants and developing mild or more severe disease as a function of Ltbp4 polymorphism.

**Methods:**

Givinostat and steroids were administrated for 15 weeks in both DMD murine models and their efficacy was evaluated by grip strength and run to exhaustion functional tests. Histological examinations of skeletal muscles were also performed to assess the percentage of fibrotic area and CSA increase.

**Results:**

Givinostat treatment increased maximal normalized strength to levels that were comparable to those of healthy mice in both DMD models. The effect of Givinostat in both grip strength and exhaustion tests was dose-dependent in both strains, and in D2.B10 mice, Givinostat outperformed steroids at its highest dose. The in vivo treatment with Givinostat was effective in improving muscle morphology in both *mdx* and D2.B10 mice by reducing fibrosis.

**Conclusion:**

Our study provides evidence that Givinostat has a significant effect in ameliorating both muscle function and histological parameters in *mdx* and D2.B10 murine models suggesting a potential benefit also for patients with a poor prognosis *LTBP4* genotype.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-021-00273-6.

## Background

Duchenne muscular dystrophy (DMD) is a lethal X-linked disorder that leads to muscle wasting with an average incidence of 1:3500 newborn males. DMD is due to mutations in the gene encoding dystrophin, which cause the absence of the protein. The lack of dystrophin leads to muscle fiber degeneration, activation of chronic inflammatory pathways and progressive muscle tissue replacement by fibroblasts and adipocytes, triggering the process leading to fibrosis development [1]. In DMD muscles, the normal regenerative pathways are subverted and the abnormal substitution of damaged muscle fibers by fibrotic and adipose tissue leads to a severe reduction in muscle function. The main causes of the reduced life span of DMD patients are severe respiratory insufficiency, due to the weakening of the diaphragm (DIA), and cardiac failure [2].

To date there is no standard therapy for DMD patients that leads to the healing of the disease; however, glucocorticoid (GC) steroid treatment, corrective orthopedic surgery, and assisted ventilation can contribute to improve the quality of life of patients and to delay disease progression [3]. Attempts to specifically target individual mutations have recently led to the approval of exon skipping oligonucleotides (Eteplirsen, Golodirsen, and Vitolarsen) by the FDA [4–6] and Ataluren for patients with nonsense mutations by EMA [7, 8]. Only a minority of patients can benefit from these treatments, and the mainstay of disease management is GC steroids. GC steroid treatment (mainly prednisone and Deflazacort) was shown to beneficially influence all disease trajectories, including survival and prolonged ambulation in DMD patients [9–11], but this benefit comes at the cost of significant side effects such as body weight (BW) increase, growth stunting, Cushing-like symptoms, mood changes, increased incidence of fractures, and susceptibility to infections [12, 13]. Paradoxically, chronic GC steroid administration may promote muscle atrophy, and *mdx* mice subjected to chronic GC steroid treatment show a significant impairment of heart function and an increase of cardiac fibrosis, suggesting that prolonged steroid treatment may be detrimental to dystrophic heart muscle [14, 15]. Thus, there is a clear need for a broadly active and well-tolerated treatment for DMD patients.

Recently, in the search of genetic determinants of DMD severity, the *LTBP4* gene emerged as an important predictor of functional outcome trajectories. The *LTBP4* gene encodes the latent transforming growth factor-β (TGF-β)-binding protein (Ltbp) 4 that binds TGF-β in the extracellular matrix, sequestering this cytokine [16–18]. During inflammatory processes, TGF-β is released from the Ltbp4 complex by proteolysis of the proline-rich hinge domain. This cleavage leads to the activation of TGF-β [19]. Once liberated from the complex, free TGF-β regulates collagen deposition and promotes fibrotic processes [20]. During the physiological healing process, a transient release of TGF-β is necessary, whereas sustained pro-inflammatory cytokine levels contribute to the pathological tissue degeneration processes, such as fibrosis [21]. High TGF-β levels have been shown to correlate with the severity of muscle fibrosis in DMD [21].

In humans, single-nucleotide polymorphisms (SNPs) have been identified in the Ltbp4 protein, which originate VTTT and IAAM haplotypes [17]. DMD patients homozygous for the IAAM Ltbp4 haplotype remained ambulatory significantly longer (12.5 ± 3.3 years) than those homozygous for the VTTT haplotype (10.7 ± 2.1 years) [17]. In addition, IAAM fibroblasts exposed to TGF-β show a reduction in phospho-SMAD levels when compared to VTTT fibroblasts, in line with the concept that *LTBP4* regulates TGF-β activity [17, 22, 23].

There are two mouse strains that mimic the two different human Ltbp4 haplotypes: C57BL10ScSn-Dmd^*mdx*^/J (hereafter referred to as *mdx*) have a 12-amino-acid insertion in the proline-rich region of Ltbp4. This contributes to a mild DMD phenotype due to a lower sensitivity to proteolysis and a reduced activation of TGF-β as it occurs in the human IAAM haplotype [16]; D2.B10-Dmd^*mdx*^/J (hereafter referred to as D2.B10) have a 12-amino-acid deletion in the same Ltbp4 region and functionally resemble the human VTTT haplotype (severe DMD phenotype due to increased sensitivity to proteolysis and increased TGF-β activity) [16]. *Mdx* mice harbor a spontaneous point mutation in exon 23 of the dystrophin gene, leading to the loss of dystrophin [24] and are routinely used as a rodent model of the DMD disease even though it has a milder phenotype as compared to DMD patients and a normal lifespan. The comparatively mild phenotype of *mdx* mice can also be attributed to the compensatory function of the dystrophin-related protein utrophin, which is highly upregulated in regenerating muscle fibers in adult *mdx* mutants, except for the DIA muscle [24]. The D2.B10 strain, created by backcrossing *mdx* mice onto the DBA/2J background, may be a superior DMD model as it better recapitulates several of the human characteristics of the DMD myopathy (reduced hindlimb muscle weight, fewer and atrophied myofibers, increased fibrosis, fat deposition and inflammatory infiltrate, muscle weakness) when compared to strains with this mutant allele on other genetic backgrounds (such as *mdx* mice) [24–26].

Pharmacological blockade of histone deacetylases (HDACs) decreases fibrosis and promotes compensatory regeneration in the *mdx* skeletal muscle [27–30]. The role of HDACs in the DMD muscle is not fully understood; however, if comparing the muscles of *mdx* mice to that of healthy C57BL/10 J mice, it can be observed that the HDAC activity is high in *mdx* mice [28]. Givinostat is a potent histone deacetylase inhibitor (HDACi) currently in a phase III clinical trial (www.Clinicaltrials.gov, clinical trial identifier: NCT02851797) for DMD treatment. Givinostat treatment has been effective in ameliorating morphology and muscular function in *mdx* mice. In particular, Givinostat significantly reduces fibrosis in muscle tissue and promotes the increase of cross-sectional area (CSA) of the muscles [30]. In addition, immunohistochemical analysis performed on muscle biopsies of DMD patients demonstrates that Givinostat reduces inflammation, necrosis, and fibrosis in muscle tissue and promotes increase of the CSA of the myofibers that occupy a larger fraction of muscle tissue [31]. The influence of the Ltbp4 polymorphism on the activity of Givinostat is unknown.

This study was therefore aimed at evaluating the effect of a long-term oral treatment with Givinostat (15 weeks) in the two DMD mouse models. Moreover, we also evaluated the effect of prednisone and Deflazacort in D2.B10 mice, since this strain bears a closer resemblance to human DMD pathology [15, 32]. To evaluate the efficacy of Givinostat and steroid treatment, we assessed muscle function and mice fatigability using in vivo behavioral tests (i.e., grip strength and treadmill apparatus). Histopathological analyses were also performed to assess the impact of Givinostat and steroid treatment on tissue morphology in terms of CSA, centralized nuclei, and fibrosis by histopathological analysis. We show that Givinostat has a significant and dose-dependent effect on muscle function in both models suggesting a potential benefit also on patients with the poor prognosis *LTBP4* genotype. In addition, our dose-response studies shed light on possible correlations between efficacy, histologic parameters, and pharmacokinetic (PK) analysis that could lead to further dose optimizations in the treatment of DMD patients.

## Materials and methods

### Animal experiments

#### Study approval

Procedures involving animals and their care were carried out in conformity with institutional guidelines in compliance with national and international laws and policies (Italian Governing Law: D.lgs 26/2014 “Attuazione della direttiva 2010/63/UE sulla protezione degli animali utilizzati a fini scientifici”). The research project has been authorized by the Italian Ministry of Health.

#### Animals and study design

Mice were kept under pathogen-free conditions with a 12-h light/12-h dark cycle at a temperature of 22° ± 2° and 55% ± 10% humidity. Each cage was enriched with a mouse house. Mice were regularly checked by a certified veterinarian who was responsible for health monitoring, animal welfare supervision, experimental protocols, and procedure revision. All mice were maintained under a controlled diet (VRF1 diet, Charles River), with a daily amount of chow of 4–5 g/mouse throughout the experiment [33] and received water ad libitum.

For the efficacy studies, C57BL/10 J (Stock No: 000665) wild type (wt) and C57BL/10ScSn-Dmd^*mdx*^/J (Stock No: 001801) 7–8-week-old male mice, DBA/2J wt (Stock No: 000671), and D2.B10-Dmd^*mdx*^/J (Stock No: 013141) 6–7-week-old male mice were purchased from The Jackson Laboratories (Bar Harbor, Maine, USA). After 5 days of acclimatization in the animal facility, mice were randomized into different treatment groups based on their BW. C57BL/10J wt mice were assigned to the naive wt group (healthy mice that received no treatment, but were subjected to functional tests), whereas *mdx* mice were assigned to the following groups (9 mice/group; 4–5 mice/cage): naive *mdx* (mice that received no treatment, but were subjected to functional tests), vehicle (0.5% methylcellulose, p.o.), and Givinostat (0.1, 0.3, 1, 5, 10, 25, and 37.5 mg/kg, p.o.). DBA/2J mice were assigned to the naive wt group (healthy mice that received no treatment, but were subjected to functional tests), whereas D2.B10 mice were assigned to the following groups (12–13 mice/group; 4–5 mice/gage): vehicle (filtered tap water, p.o.), Givinostat (1, 5, 10, and 37.5 mg/kg, p.o.), prednisone 1 mg/kg, and Deflazacort 1 mg/kg (i.p.).

For the PK study, C57BL/10ScSn-Dmd^*mdx*^/J (Stock No: 001801) 9-week-old male mice were purchased from The Jackson Laboratories (Bar Harbor, Maine, USA). After 5 days of acclimatization in the animal facility, *mdx* mice were randomized into 4 treatment groups (28 mice/group; 4 mice/cage) and 1 untreated group (4 mice) based on their BW. Animals were administered with single oral dose of Givinostat at 5, 10, 25, and 37.5 mg/kg and samples were collected at the following time points: 0.5, 1, 1.5, 2, 3, 4, and 6 h after administration.

#### Drug treatments

In the efficacy studies, Givinostat powder (ITF2357) was suspended in 0.5% methylcellulose (Sigma-Aldrich) and administered p.o. (by gavage) at the doses of 0.1, 0.3, 1, 5, 10, 25, and 37.5 mg/kg qdx5x15weeks (administration volume per mouse: 10 mL/kg) in *mdx* mice (see Additional Figure 1A). Vehicle-treated *mdx* mice received 0.5% methylcellulose suspension. Givinostat suspension was stored at + 4 °C, and it was freshly prepared every 7 days. Probably due to the impairment of their tongue and masticatory muscles, the oral gavage procedure turned out to be difficult to perform, and chronic treatment of D2.B10 mice by this route was considered to bear a high risk of damaging the esophagus. For this reason, Givinostat was administered in the drinking water. Givinostat was dissolved in filtered tap water and was administered in drinking water (throughout 24 h) for 105 days at the dose of 1, 5, 10, and 37.5 mg/kg/day, according to a daily estimate of water consumption of 4 ml/mouse/day [34]. Water consumption was weekly monitored throughout the entire duration of the study weighing the bottle of each cage (maximum 4 mice per cage). Prednisone and Deflazacort powder (Sigma-Aldrich) was dissolved in 2% DMSO (Sigma-Aldrich) and diluted in sterile saline on injection days. Both drugs were administered weekly (for 15 weeks) by i.p. injection at the dose of 1 mg/kg [15] in a volume of 10 mL/kg. Givinostat and steroid treatments started on days 7 and 9 of the experimental plan, respectively (see Additional Figure 1B). All mice were monitored daily and tolerability was evaluated on the basis of BW and clinical signs. No treatment-related clinical signs were observed at any time point during the studies.

In the PK study, formulations were prepared suspending Givinostat in 0.5% methylcellulose at the concentrations of 0.5, 1, 2.5, and 3.75 mg/mL. The administered volume was 10 mL/kg to obtain 5, 10, 25, and 37.5 mg/kg dosages.

### Assessment of functional tests for the evaluation of treatment efficacy

#### Maximal normalized strength

In both efficacy studies, the effectiveness of treatments was evaluated every week by measuring the forelimb strength by a grip strength meter (Ugo Basile SRL, Italy). BW of *mdx* (see Additional Figure 2) and D2.B10 mice (see Additional Figure 3) was also measured in order to normalize the absolute grip strength of each mouse with respect to its BW. The protocol provides 5 measurements for each mouse (the procedure was compliant with the standard operating procedures of TREAT–NMD Neuromuscular Network) [35]. The highest recorded value of maximal normalized strength (FNmax) obtained for each mouse at all the time points (from T0 to T15) was used for further analysis.

#### Treadmill exercise

Run to exhaustion performance of *mdx* and D2.B10 mice was evaluated every 14 or 21 days, respectively, using a treadmill apparatus (Ugo Basile SRL, Italy). The exhaustion protocol consisted in an initially horizontal running at 5 m/min for 5 min after which the speed was increased 1 m/min every minute until exhaustion (the procedure was compliant with the standard operating procedures of TREAT–NMD Neuromuscular Network) [36]. The test was concluded when mice remained for more than 10 s on the shocker plate (for both C57BL/10 J and *mdx* mice) or when D2.B10 mice reached a maximum number of shocks. Due to the excessive stress caused to D2.B10 mice by this functional test, a maximum number of 600 and 150 shocks was set. These experimental conditions were also applied to the DBA/2J wt healthy mice.

After taking baseline readings for behavioral assays (FNmax and distance run by the animals), mice were re-randomized based on these two parameters, also considering the previous randomization performed on their BW.

The grip strength and run to exhaustion tests were performed during the light-cycle phase, in the early hours of the morning (8:00–11:30 am). Both the functional tests have been conducted after a training period of 3 and 4 days, respectively, during which mice become familiar with the procedures. The training period to the functional tools started after the acclimatization period (see Additional Figure 1A and B).

### Pharmacokinetic study

#### Blood, plasma, and muscle collection

Mice were maintained under isoflurane anesthesia. Blood samples were collected in two aliquots from the retro-orbital plexus of mice and transferred into tubes containing heparin as anticoagulant (100 USPunits/mL) and then mice were sacrificed by cervical dislocation. One aliquot of 50 μL was diluted with the same volume of water and immediately frozen in dry ice. This blood was analyzed in order to subtract the blood content of Givinostat from the muscle homogenate. The other aliquot of blood was centrifuged for 10 min at 13,000 rpm at 4 °C and plasma was separated and frozen in dry ice. The quadriceps of the right hindlimb was removed, weighed, and then washed twice in 1 mL of PBS pH 7.4 and dried with paper, then it was frozen in dry ice.

#### Plasma analysis

Givinostat was determined in mouse plasma (50 μL) following a protein precipitation (200 μL of 1% HCOOH in acetonitrile) and Ostro (Waters) plate filtration. The organic phase was evaporated under a stream of nitrogen; the residue was re-dissolved in the reconstitution solvent (100 μL of 25% CH3CN-75% H_2_O-0.05% TFA), and 5 μL was analyzed. Givinostat concentrations were measured by LC-MS/MS method, in the calibration range of 0.5–400 ng/mL.

#### Blood analysis

Givinostat was determined in diluted blood (100 μL, 1:2 in water) with a liquid-liquid extraction. Samples were mixed and extracted with 2 mL of diethyl ether and centrifuged, and the organic phase was separated and evaporated under a stream of nitrogen. The residue was re-dissolved in the reconstitution solvent (150 μL of 25% CH3CN-75% H_2_O-0.05% TFA), sonicated, and filtered (regenerated cellulose syringe filters), and 5 μL was analyzed by LC-MS/MS method. The calibration range of the method was 1–200 ng/mL.

#### Quadriceps analysis

Mouse quadriceps were homogenized in PBS pH = 7.4 (1:10 w/v) with ultrasonic homogenizer (Sonoplus Mini20 - Bandelin) maintaining the samples in an ice bath. Quadricep homogenate (100 μL) was added with 200 μL of 0.5% TFA in CH3CN, vortexed, and centrifuged. Then, 100 μL of supernatant was diluted with H_2_O (1:2). Samples were filtered (regenerated cellulose syringe filters) and aliquots of 5 μL were analyzed. Givinostat concentrations were measured by LC-MS/MS method, in the calibration range of 1–40 ng/mL.

#### Calculation

PK parameters were evaluated on mean curves using conventional non-compartmental methodology by the software KineticaTM v. 5.1. Quadriceps concentrations were expressed as nanograms per gram of muscle, this value was obtained by multiplying the homogenate concentrations obtained for the homogenate volume, then subtracting the residual blood content, as reported in literature [37], considering the measured blood concentrations and dividing for the muscle weight.

### Histological analysis

#### Tissue preparation, sectioning, and staining

Tibialis anterior (TA), gastrocnemius (GAS), DIA, and heart were collected from mice maintained under isoflurane anesthesia and sacrificed by cervical dislocation. These muscles were collected from C57BL/10J wt and *mdx* (5 mice/group) at the end of treatments and from DBA/2J wt and D2.B10 mice (5 mice/group) at two different time points to be examined by a pathologist (for more details see Additional Table 1). Due to the results obtained by the functional tests, muscles from only some treatment groups were analyzed in both DMD models (see Additional Table 1). All the collected muscles were fixed in 10% buffered formalin solution (Bio-optica, Milan, Italy) at + 4 °C for at least 48 h. After fixation, muscular samples were transversely trimmed, caged, and paraffin embedded overnight with an Automated Vacuum Tissue Processor Floor (ETP, Histo-Line Laboratories) and included in paraffin blocks. Serial transverse cross-sections (4 μm thick) were cut with a microtome (Leica RM 2255), collected onto uncoated glass slides, and stained using a standard protocol for hematoxylin and eosin (Mayer hematoxylin & Aqueous G Eosin 1%, Bio-Optica) and Sirius Red staining (Direct Red 80, Sigma-Aldrich). For the image analysis and quantitation, hematoxylin and eosin- and Sirius Red-stained slides were examined with an Olympus BX51 light microscope. From each sample, 1 to 3 random microphotographs at the magnification of × 4 and × 10 (TA, GAS and heart) or × 20 (DIA) were collected using Image-Pro Plus system. The digital images were processed by a pathologist using ImageJ software (U.S. National Institutes of Health, Bethesda, MD, USA). To quantify CSA and centralized nuclei (%) on hematoxylin and eosin-stained sections, one hundred myofibers were manually measured for each muscle/mouse using a tablet pen (Wacom Intruos) and analyzed by the ImageJ software after a linear calibration of 150 μm. The fibrotic area, corresponding to the area stained in red, was compared to the total area of the tissue section, and the results were expressed as percentage fibrosis. The % of fibrosis of muscles in the different treatment groups was expressed by averaging the three values obtained from each muscle.

In these experiments, the histopathological evaluation of muscle inflammatory infiltrate, adipose tissue deposition, regeneration, and degeneration of the muscular tissue was also performed. The severity of myodystrophy in the different muscles (TA, GAS and DIA) was quantified through a weighted histopathological method that considered some parameters scored by severity and extension of the injury: muscle degeneration/necrosis, regeneration, inflammatory infiltrate, interstitial reaction, and adipose tissue deposition. Each parameter was classified by severity (mild = 1, moderate = 2, and severe = 3) and extension (focal = 1, multifocal = 2, and diffuse = 3). The individual severity score was calculated for each animal and an average score per group was calculated.

### Whole-genome miRNA expression profiling

#### Plasma collection

Blood samples were taken from the retro-orbital plexus of mice maintained under isoflurane anesthesia. Blood was placed in tubes containing 50 μL (for 1 mL of total blood) of EDTA (100 nM) and then it was centrifuged at 13,300 rpm at + 4 °C for 10 min. Plasma was separated (400–500 μL) and immediately frozen in dry ice and stored at − 80 °C until analysis.

These analyses were carried out by Biogazelle (Technologiepark 82, 9052 Zwijnaarde, Belgium).

Thirteen mouse plasma samples (naive wt, n = 3; naive *mdx*, n = 3; vehicle, n = 4; Givinostat 37.5 mg/kg, n = 3) were delivered to Biogazelle in dry ice.

#### RNA extraction

RNA was isolated using the miRNeasy Serum/Plasma Kit (Qiagen) following the manufacturer’s instructions.

#### Small RNA sequencing and data processing

Libraries for small RNA sequencing were prepared using the NEBNext small RNA library prep kit (New England Biolabs) according to the manufacturer’s instructions. Briefly, 5 μl of RNA eluate was used as input for RNA adapter ligation (using 3′ and 5′ RNA adapters) followed by reverse transcription and PCR amplification with bar-coded primers. Size selection of individual libraries was performed on a Pippin Prep system (Sage Science) to recover the ~ 147–157-nt fractions containing mature miRNAs. Next, qPCR-based normalization was used for pooling of the individual small RNA libraries. Finally, the resulting small RNA pools were concentrated via ethanol precipitation and quantified using the Qubit 2.0 fluorometer (Thermo Fisher Scientific) prior to sequencing with read length of 75 bp on a NextSeq 500 sequencer (Illumina).

Sequencing reads were filtered based on stringent read quality control. After adapter trimming with Trimmomatic, reads were collapsed and mapped to the reference genome (GRCm38) using Bowtie [38]. Reads up to 25 nucleotides are mapped with no mismatches, while longer reads (mainly from RNA species other than miRNAs) are mapped allowing a maximum of 2 mismatches. Using genome annotation data from Ensembl (release 84), UCSC (mm10), and miRbase (release 21), mapped reads were subsequently annotated to mature miRNAs and other small RNA species including tRNA fragments, rRNA, sn(o)RNAs, and piRNAs. Raw count data is reported for each isomiR and each mature miRNA (as the sum of all isomiR reads from the canonical mature miRNA locus). Raw miRNA reads were normalized using the geometric mean-based method implemented in DESeq2. Spectral maps were generated using mpm R package [39] based on DESeq2 normalized counts [40]. In this study, the contrasts analyzed were the following: naive *mdx* vs naive wt (T16) and Givinostat 37.5 mg/kg vs vehicle (T16).

### Statistical analysis

Statistical analysis was performed using a GraphPad Prism version 8 software.

All experimental data were expressed as mean ± standard error (s.e.). Multiple statistical comparisons between groups were performed by two-way ANOVA (mice BW, FNmax, and distance run) and by one-way ANOVA (centralized nuclei and fibrosis percentage), with Bonferroni’s multi-comparison test. P values ≤ 0.05 were considered as statistically significant and are indicated in each figure legend; p values > 0.05 were considered as statistically not significant (ns).

#### CSA statistical analysis

The deciles of the CSA of the animals treated with Givinostat at the different doses were plotted against the corresponding deciles of the vehicle-treated mice and a linear regression analysis was performed on natural [CSAtreated = b CSAcontrol + a] and log_transformed data [log(CSAtreated) = log(a) + b log(CSAcontrol)]. If the shape of the two distributions is not significantly altered by Givinostat treatment, the value of the slope (b) should not differ significantly from 1; in addition, if the value of the intercept (a) is significantly different from zero, the presence of a shift (S) between the two CSAtreated and CSAcontrol distributions may be considered. In case of untransformed data, this means that the effect of Givinostat treatment is additive and any decile of the CSAtreatment distribution may be derived from the control data summing up a constant quantity (S) to each fiber AREA of the control group (CSAtreated = CSAcontrol + S). In case of log_transformed data, the effect of Givinostat has to be considered as a multiplicative factor on any generic fiber of the muscle under evaluation, whose size, after the treatment, results K times larger in comparison to the control group value (CSAtreated the S or K values = K × CSAcontrol, with K = 10^a). The S or K parameter values were then determined through an iterative estimation procedure, based on sum of squares (SSQ) minimization, directly comparing the CSA distribution observed in treated animals with that obtained summing up the S value or multiplying by K the CSA values of the control group.

Differential miRNA abundance was performed using the same DESeq2 package. A false discovery rate (FDR) of 5% was applied on p values adjusted according to the Benjamini and Hochberg method.

DESeq2 applies a method for outlier detection [41]. These miRNAs have reads in at least one sample but are ignored for the statistical test (hence no p value). Furthermore, DESeq2 applies a filtering on low counts; these miRNAs have reads in at least one sample but have a low average abundance. The statistical test is applied for these miRNAs—they receive a p value, but they are excluded from multiple test correction—they receive no adjusted p value.

## Results

### Givinostat improves muscle function in a dose-dependent way in mdx mice

In order to start dissecting the influence of Ltbp4 polymorphism on the efficacy of Givinostat in DMD mouse models, we first set out to characterize the effect of our HDAC inhibitor in *mdx* mice. Muscle function was investigated using both the grip test and the treadmill exhaustion test.

#### Grip test

Untreated *mdx* mice showed a small increase in maximal normalized strength up to day 21 from the baseline value (day 0), followed by a progressive decline (Fig. 1). *Mdx* vehicle-treated mice behaved as the *mdx* naive mice, clearly indicating that the vehicle did not exert any effect. In this setting, Givinostat treatment induced a remarkable, dose-dependent increase of the FNmax with the maximal efficacy observed at the dose of 37.5 mg/kg. On treatment day 49, this dose transiently improved FNmax to a level that was comparable to that of wt healthy mice (Fig. 1). From this day on, the animals started to diminish the developed strength but the beneficial effect of Givinostat remained significant up to day 105 (see Additional Table 2).

**Fig. 1:**
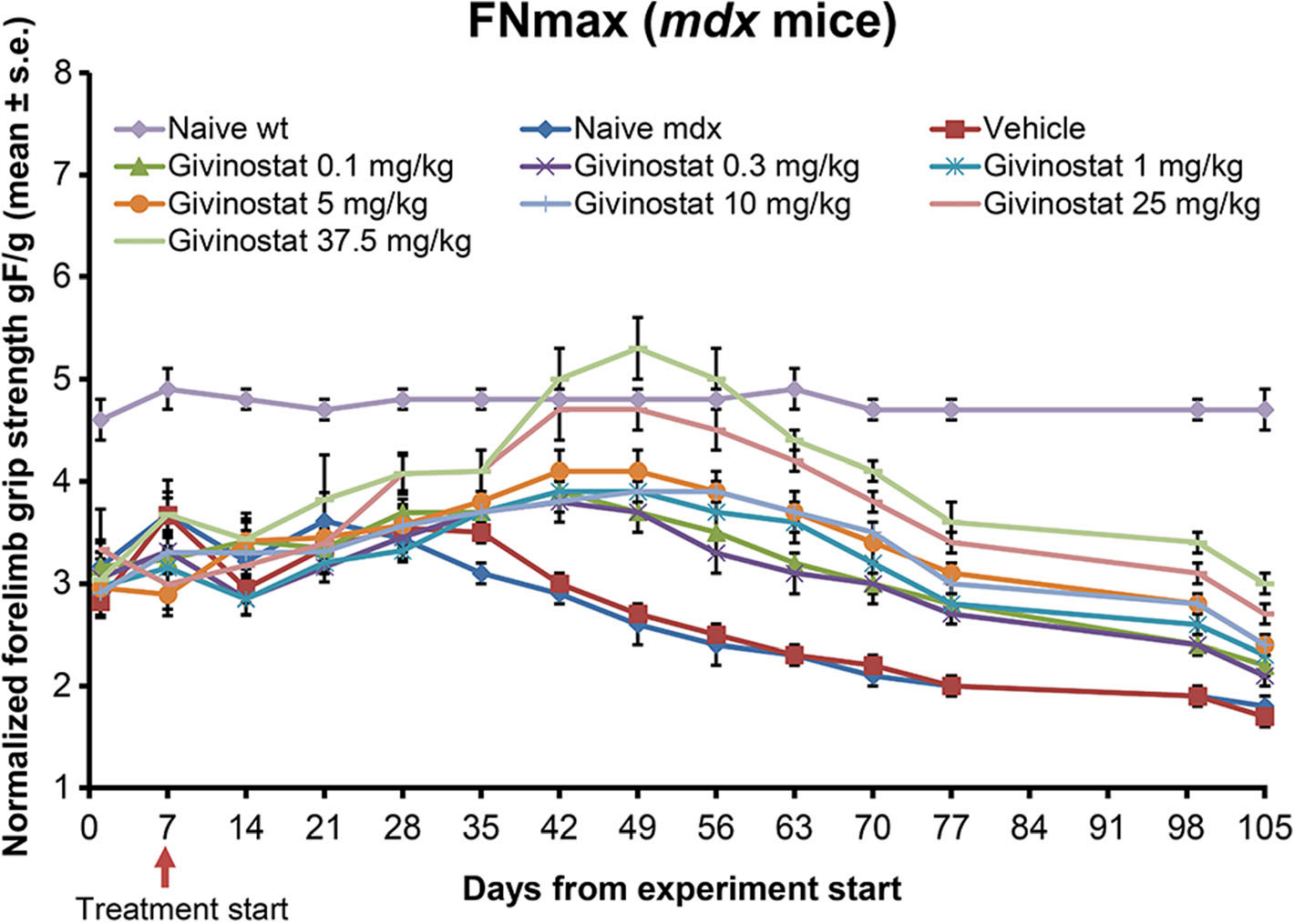
Givinostat increases maximal normalized strength (FNmax) in *mdx* mice in a dose-response manner. Givinostat treatment started on day 7. Data are expressed as the mean ± standard error (n = 9; wt: wild type)

#### Treadmill exhaustion test

Givinostat treatment at the dose of 37.5 mg/kg significantly enhanced the performance of mice on day 31 and, between days 31 and 44, their performance (785 ± 97 and 693 ± 103 m, respectively) was superimposable on that of wt mice (735 ± 66 and 728 ± 76 m on days 31 and 44, respectively). On day 94, mice were able to run for 410 ± 40 m (the distance covered by wt mice was 657 ± 44 m), whereas the *mdx* vehicle mice ran for only 92 ± 4 m (Fig. 2A). Lower doses did not reach significance, although a trend of a dose-response effect was evident throughout the entire experimental period (Fig. 2A). In addition to the distance, we also analyzed the time to exhaustion at the last time point (day 94). Givinostat, at the highest dose, significantly prolonged the time to exhaustion (Fig. 2B). The effect was also significant at lower doses, with 0.3 mg/kg being the lowest effective dose.

**Fig. 2:**
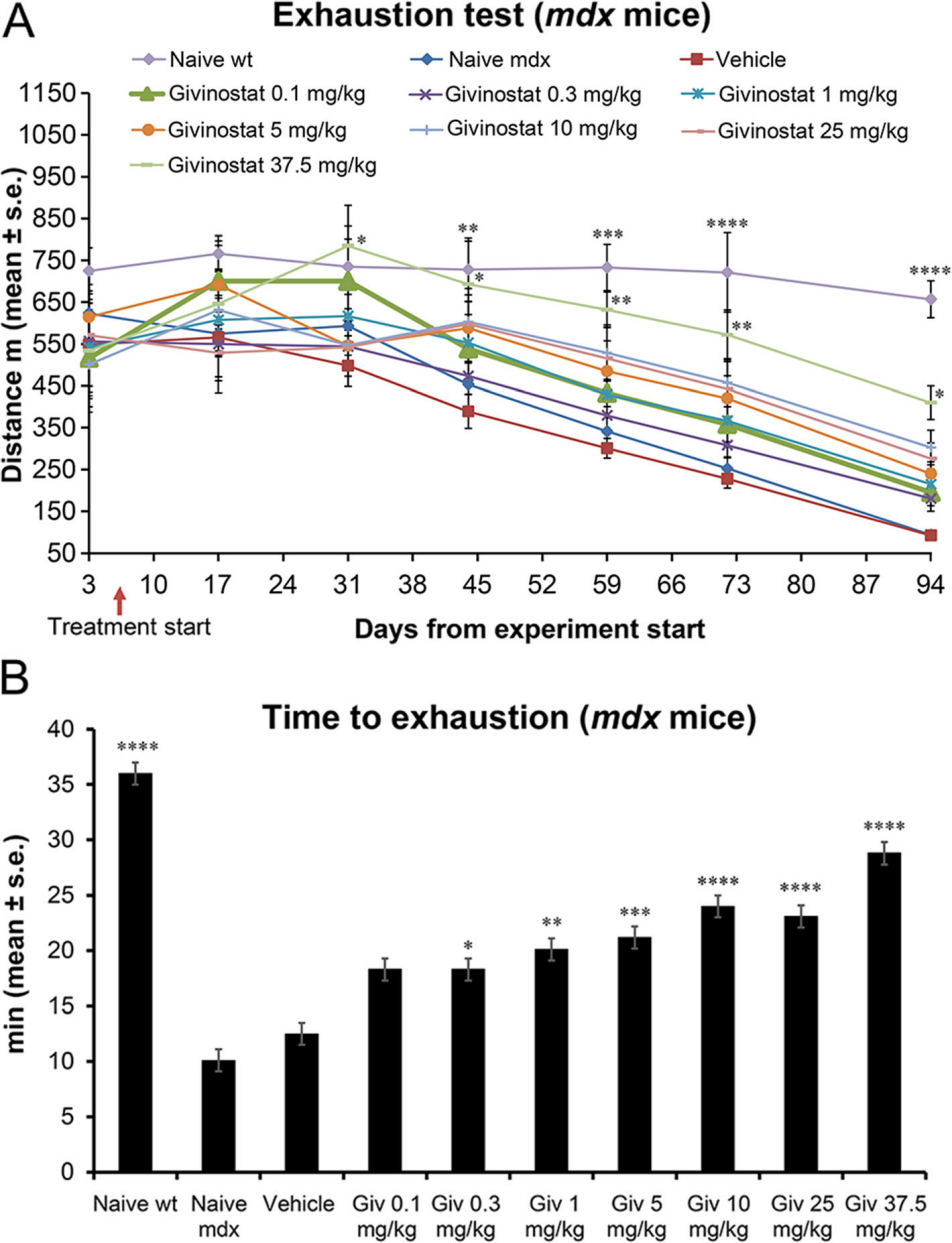
Givinostat increases distance run by mice (**A**) and time to exhaustion at day 94 (**B**) in *mdx* mice. Givinostat (Giv) treatment started on day 7. Data are expressed as the mean ± standard error (2-way ANOVA with Bonferroni’s multiple comparison test (A) and one-way ANOVA with Bonferroni’s multiple comparison test (B), *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle; n = 9; wt: wild type)

### Pharmacokinetics of Givinostat in C57BL/10 mdx mice

The functional data reported thus far, point to a dose-dependent improvement of functional tests by Givinostat. We next investigated the correlation with systemic and tissue-specific drug exposure by measuring blood, plasma, and muscle Givinostat levels after single oral administration of different doses of the drug. Mean concentration levels of Givinostat in plasma and quadriceps are shown in Fig. 3 (Fig. 3A,B, respectively), and mean PK parameters in plasma, blood, and quadriceps are reported in Table 1 (Table 1). Givinostat was detectable in all plasma, blood, and muscle samples up to 6 h after the oral treatment at all doses investigated.

**Fig. 3:**
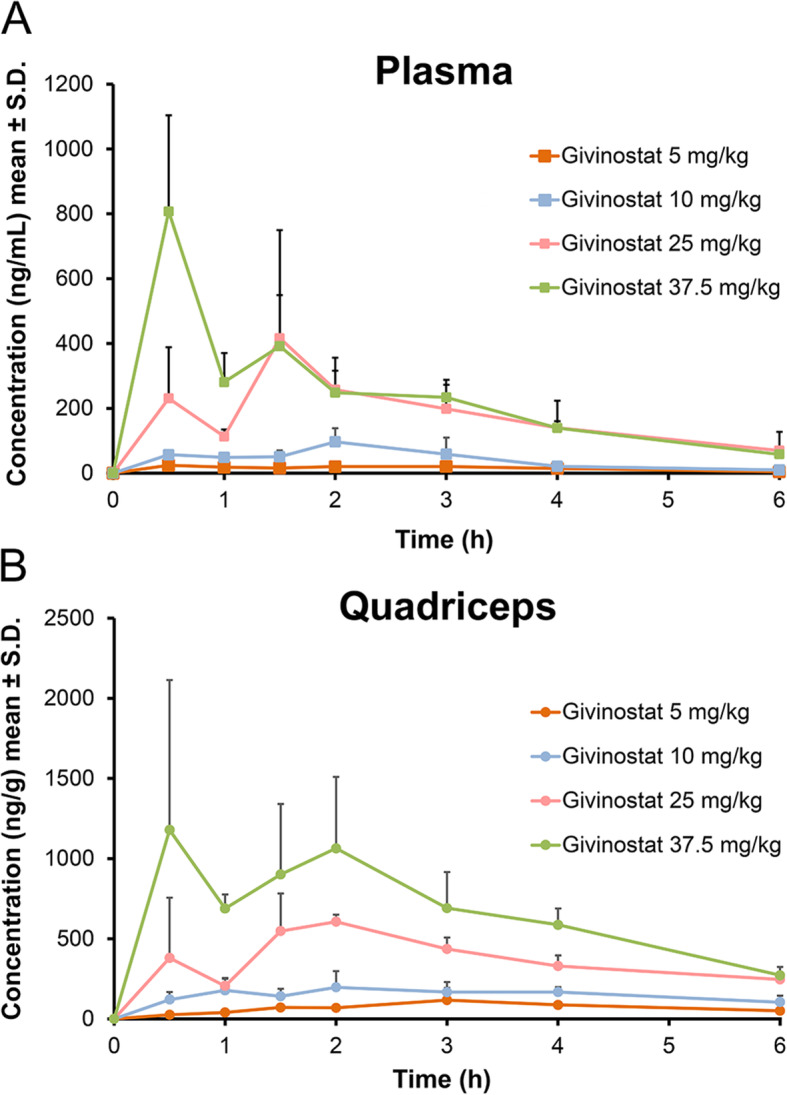
Plasma and quadriceps Givinostat concentrations in *mdx* mice. Linear plot of plasma (**A**) and quadriceps (**B**) levels of different doses of Givinostat orally administrated to *mdx* mice (n = 4)

**Table 1:**
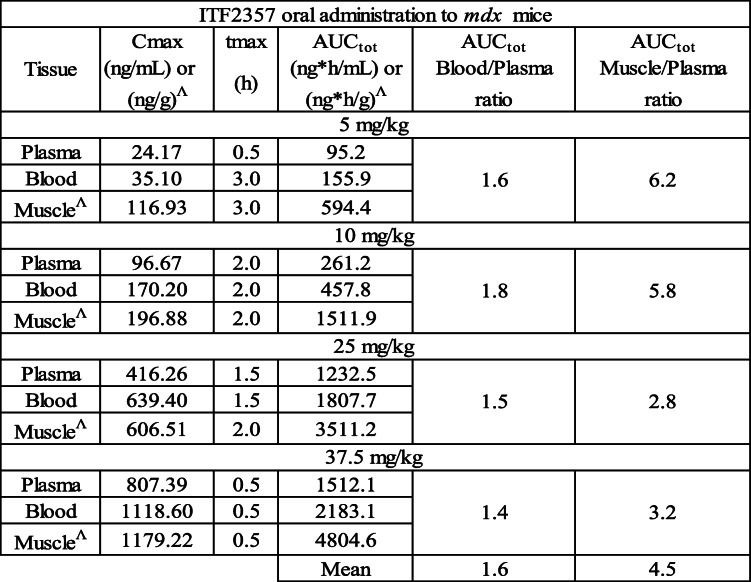
Quantification of pharmacokinetic parameters

^Mean PK parameters for Givinostat in plasma, blood and muscle after oral administration of different doses to *mdx* mice

Blood quantification was mainly performed in order to subtract from muscle homogenate the amount of Givinostat in the residual blood contained in the muscle, according to the physiological parameters reported in literature [37]. The level of Givinostat in blood was always higher than in plasma indicating a distribution of the drug into blood cells. The AUC ratio was calculated and a mean value of 1.6 was found. Similar PK profiles both in plasma and in quadriceps were also found without a delay time for tissue distribution. The AUCs of Givinostat in the muscle were always higher than in plasma, indicating a preferential distribution of Givinostat into muscle tissue.

The results of the PK study show that, upon oral administration, Givinostat exposures increase in a dose-dependent way both in terms of Cmax and AUC and that the compound quickly distributes into muscular tissue with an AUC about 4.5 times higher than in plasma. The efficacy of Givinostat may well be related to these high exposure levels in the muscular tissue.

### Histopathological analysis

Histopathology was performed to investigate whether the observed functional improvements in Givinostat-treated *mdx* mice correlate with better preservation of muscle integrity at the histological level. The effect of Givinostat on fibrosis was analyzed. At the end of treatment (T16), GAS, TA, DIA, and heart in naive *mdx* mice had a significantly higher fibrosis area compared to healthy muscles. Givinostat administered at 10 and 37.5 mg/kg significantly reduced fibrosis (by about 30%) in GAS, whereas an effect on fibrosis in TA was observed only at the dose of 37.5 mg/kg (Fig. 4A). In the DIA, all the 3 analyzed doses of Givinostat significantly reduced the amount of fibrosis by about 40% (Fig. 4A). In the heart, the amount of fibrosis seems to be more variable than in other muscles. However, vehicle-treated *mdx* mice seem to have a significantly higher amount of fibrosis compared to that of naive wt mice. Givinostat reduced fibrosis at all the 3 doses analyzed compared to that of vehicle-treated mice, but the effect was not significant (Fig. 4A). Figure. 4B shows an example of the reduction of fibrosis (visible through the reduction of red as the dose of Givinostat increases) in histological sections of GAS stained by Sirius Red staining.

**Fig. 4:**
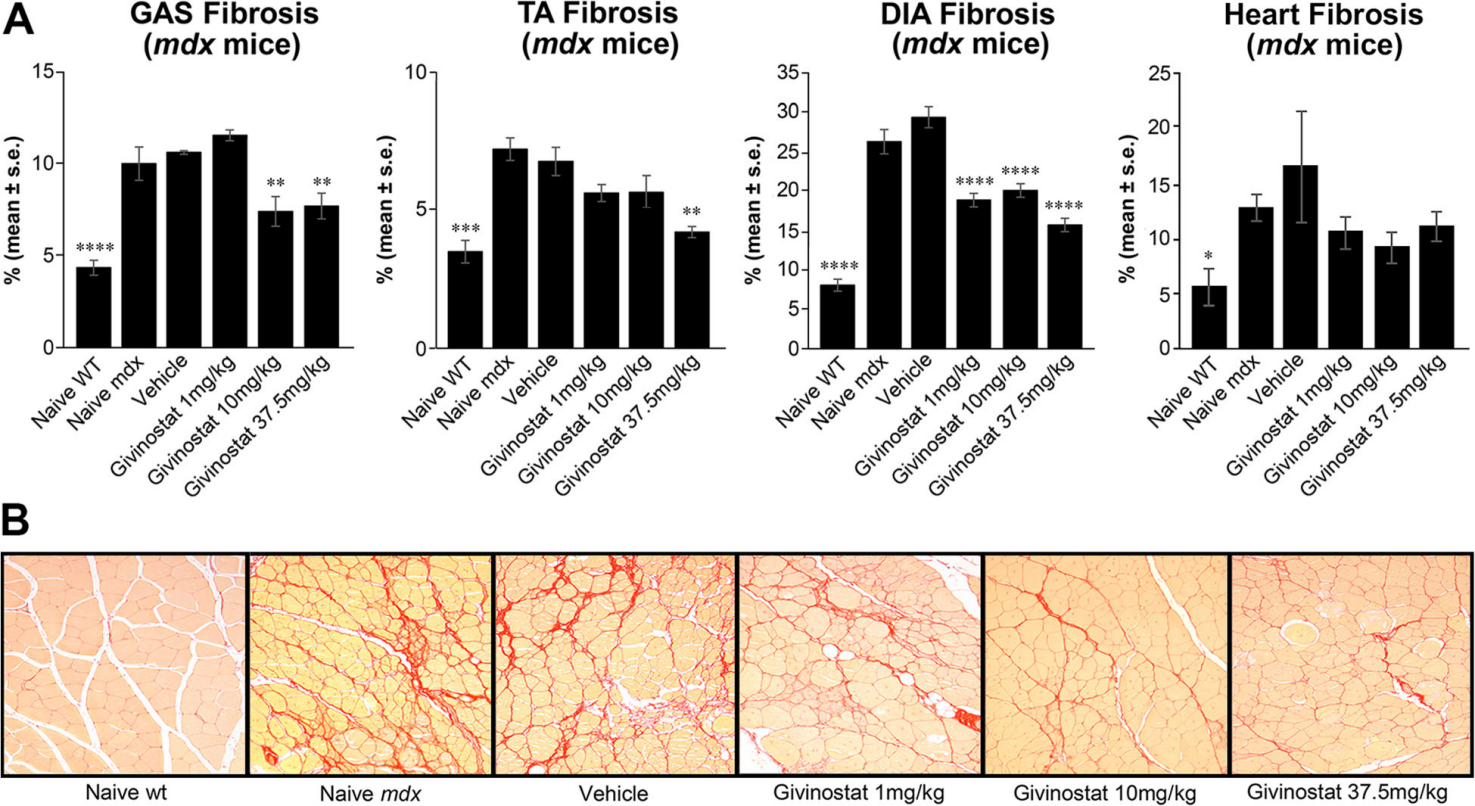
Effect of Givinostat treatment on muscle fibrosis in *mdx* mice. Givinostat significantly reduces fibrosis in gastrocnemius (GAS), tibialis anterior (TA), and diaphragm (DIA) muscles of *mdx* mice. In the heart, the effect of Givinostat was not significant. Analysis was performed at T16 time point. Data are expressed as the mean ± standard error (1-way ANOVA with Bonferroni’s multiple comparison test, *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs vehicle; n = 5; wt: wild type) (**A**). Representative images of Sirius Red staining of GAS muscle transverse sections of naive wild type (wt), naive *mdx*, vehicle, Givinostat 1, 10, and 37.5 mg/kg treated mice (**B**)

The effect of Givinostat treatment on myofiber cross-sectional areas was also evaluated. Determination of fiber CSA of GAS in *mdx* mice revealed an increase in fiber size after 105 days of Givinostat treatment at 37.5 mg/kg, when compared to vehicle-treated mice. GAS CSA of Givinostat-treated mice have doubled GAS CSA values (peak at 1100 μm^2^) as compared to those of *mdx* vehicle GAS (peak at 500 μm^2^) (Fig. 5A). According to the statistical analysis, this difference could be explained by assuming a multiplicative model effect with a 1.72 K, which provides the multiplicative factor to be applied to each fiber CSA value of the vehicle group to obtain the expected CSA distribution after Givinostat at 37.5 mg/kg treatment. Interestingly, this K value is well in line with that observed in a previously reported clinical study [31].

**Fig. 5:**
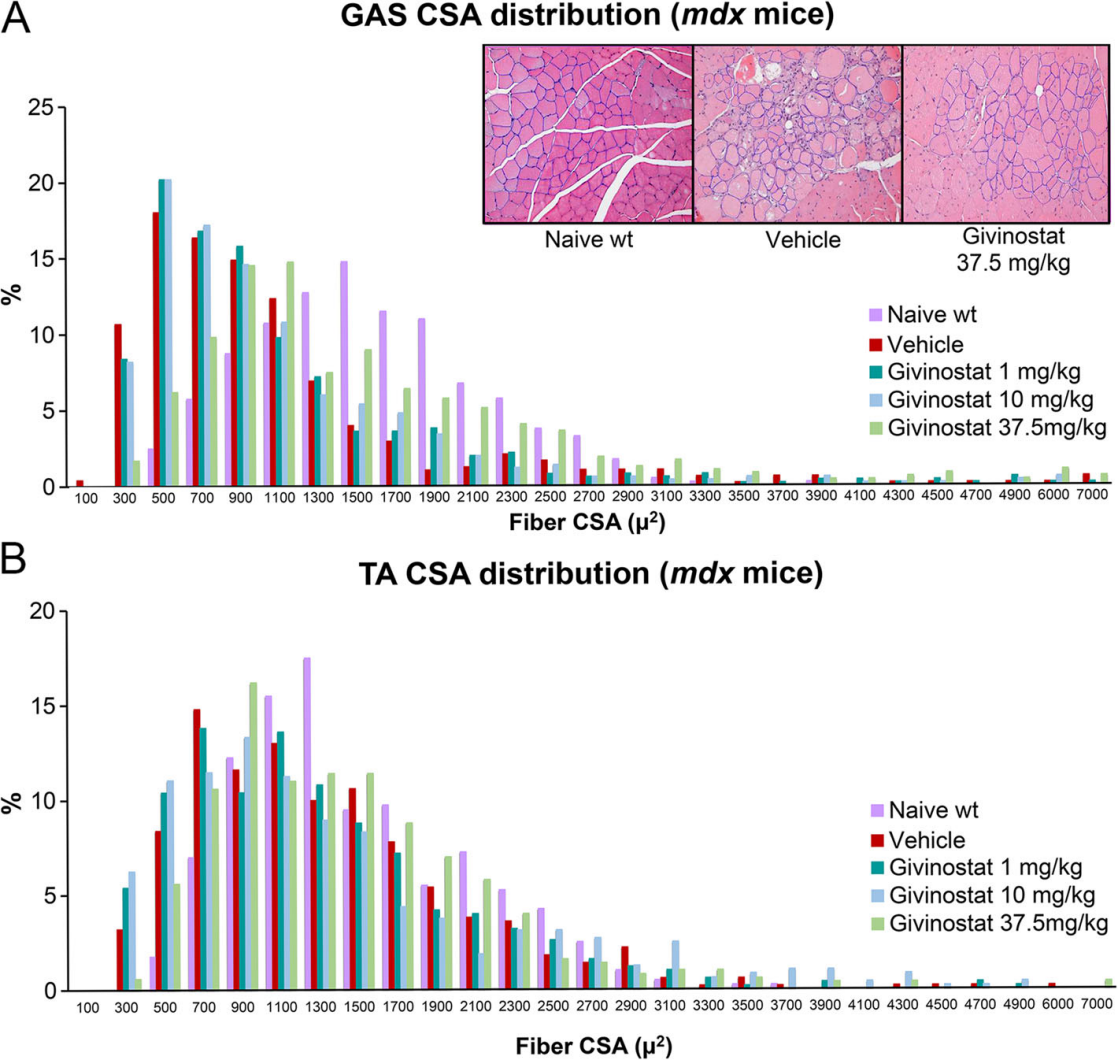
Graph of the analysis of myofiber cross-sectional area (CSA) of muscles in *mdx* mice. Frequency graphs showing fiber CSA distributions in gastrocnemius (GAS) (**A**) and tibialis anterior (TA) (**B**) (5 mice/group, except for Naive wild type (wt) and Naive *mdx* groups, 4 mice/group). Each distribution was calculated as percentage of the total number of cases to account for the different number of cases within the groups. In Fig. 5A are also reported three examples of hematoxylin and eosin-stained transverse sections of myofibers areas in GAS of Naive WT, vehicle, and Givinostat 37.5 mg/kg treated mice

In TA, fiber CSA showed a limited increase after Givinostat at 37.5 mg/kg treatment compared to vehicle-treated mice, with a shift toward wt CSA values (1400 μm^2^). TA CSA of Givinostat at 10 and 37.5 mg/kg treated mice have a peak value of 900 μm^2^ similar to that of *mdx* vehicle TA (700 μm^2^) (Fig. 5B). Statistical analysis of the TA CSA distribution confirmed the results observed using the additive model effect, with the shift effect parameter S = 140 μm^2^.

In DIA, no major change in CSA distribution was evident in mice treated with Givinostat 1, 10, and 37.5 mg/kg compared to vehicle-treated mice (CSA peak value in vehicle-treated mice was 550 μm^2^, the same observed in Givinostat 37.5 mg/kg treated mice).

The percentage of centralized nuclei on muscle tissue was also analyzed. Centralized nuclei are considered a normal pattern of myofiber regeneration, even though this parameter is difficult to interpret because centralized nuclei may persist even after muscle repair. Nuclear centralization was absent in GAS, TA, and DIA muscles from 24 to 25-week-old wt mice, while it was very diffuse in GAS (77 %), TA (66 %), and DIA (58 %) of vehicle-treated *mdx* mice at the same age. No marked treatment-related effects were observed: Givinostat at 1, 10, and 37.5 mg/kg treated mice showed a similar nuclear centralization to that of vehicle-treated mice (67.6 ± 2.4%, 58 ± 3%, and 61.3 ± 3.8%, respectively, in GAS; 71 ± 1.6%, 73.2 ± 3.7%, and 60.8 ± 2.5%, respectively, in TA; 57 ± 2.9%, 61.4 ± 3.5%, and 41.4 ± 4.5%, respectively, in DIA).

As reported in the literature, the high percentage in centralized nuclei in *mdx* mice is due to their characteristic mechanism of continuous regeneration after muscle degeneration [26] and could also explained a lack of marked effect in treated mice.

The histological evaluation of muscle inflammatory infiltrate, adipose tissue deposition, regeneration, and degeneration of the muscular tissue was not significantly different among the treatment groups. In particular, the degree of inflammatory infiltrate and adipose tissue deposition was very limited in all samples and, therefore, not useful for discriminating the efficacy of the different doses of Givinostat (Additional Table 3).

Functional and histological improvements as a function of administered doses are summarized in Additional Table 4 (see Additional Table 4).

### Whole-genome miRNA expression profiling

MicroRNAs (miRNAs) are small, approximately 22 nt, non-coding RNA molecules that post-translationally regulate gene expression. Several miRNAs were described to be involved in skeletal muscle proliferation, differentiation, and regeneration [42]. In addition, miRNAs were proposed to be useful serum biomarkers for muscular dystrophy [43]. Previous publications have implicated miRNAs as mediators of exosome-regulated biological processes [44–46]. Exosomes, or extracellular vesicles, are gaining a lot of attention in the scientific community due to their role in cell-cell communication. Fibro-adipogenic progenitor (FAP)-derived exosomes accumulate in the interstitial space of regenerating muscles and can mediate miRNA transfer to MuSCs. In vivo exposure to HDAC inhibitors was reported to lead to an enrichment of specific miRNAs in FAP-derived exosomes and increased levels of exosomal miR-206 were required to promote MuSC activation and expansion ex vivo and to stimulate regeneration of dystrophic muscles in vivo. These data point to the importance of investigating miRNA levels in response to Givinostat treatment in vivo. 

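Small RNA from blood plasma was sequenced in 13 mice, with 1 library per mouse. The mice were 3 naive wt mice, 3 naive mdx mice, which lack dystrophin and received nothing, 4 mdx mice given the vehicle, and 3 mdx mice given Givinostat, an inhibitor of histone deacetylases, at 37.5 mg/kg for 15 weeks. miRNAs are short RNAs that repress messenger RNAs, and those in plasma come from many organs. miR-122-5p, the main miRNA of the liver, took 37.6% to 64.6% of the counts of the naive wt mice, 1.371% to 10.6% in naive mdx mice, 2.98% to 16.1% with vehicle and 2.96% to 6.19% with Givinostat. The muscle miRNAs miR-206-3p, miR-1a-3p, miR-133a-3p and miR-133a-5p together took 0.702% to 2.08% of the counts in naive wt mice and 28.2% to 39.6% in naive mdx mice. Their joint share was 35.4% to 42.5% with vehicle and 37.9% to 46.7% with Givinostat. The authors mapped trimmed reads to the mouse genome and deposited, for 1907 mature miRNAs, the raw count as the sum over the variants read from each locus. A count was seen in at least 1 library for 1203 of these miRNAs. Total counts per library were 1446195 to 2899315 (median 2093376) in naive wt mice, 1167161 to 1556118 (median 1502944) in naive mdx mice, 1283646 to 1522871 (median 1416455) with vehicle and 1364813 to 1437031 (median 1381630) with Givinostat. At these totals, a count of 0 allows a level of up to 1.03 to 2.57 CPM (3 counts of the library's total; CPM are counts rescaled to a common library size). This limit covers counting error only, since no molecular identifiers are described. A second deposited table gives log2 values, each scaled so that the libraries share 1 total over the counts of 4 or more, with no value for lower counts. It entered only an alternative test. The counts were scaled by TMM, and 368 miRNAs passed edgeR's filter on low counts; they hold 99.90% to 99.96% of the counts of each library. 1 edgeR model of the 4 groups was fitted to all 13 libraries, so that each comparison draws on the spread between mice of every group. CPM values below are scaled by TMM, as mean ± SD over mice, and p-values are adjusted by the method of Benjamini and Hochberg.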

To investigate whether the observed effects of Givinostat on muscle function and histology correlate with changes in plasma miRNA levels, we used the RNAseq approach to evaluate the whole-genome miRNA expression profile in plasma of *mdx* mice treated with Givinostat at the dose of 37.5 mg/kg. In this study we evaluated the differential expression of miRNA between selected groups of samples collected at T16. The number of replicates per group were compared in a pairwise manner. The compared conditions (i.e., contrasts) and the number of up- and downregulated miRNAs are listed in Additional Table 5 (see Additional Table 5).

We focused on the most highly modulated miRNAs with known association with dystrophic disease at T16 for the naive *mdx* vs naive wt contrast. The analysis of these two groups is instructive to comprehend if the epigenetic treatment ameliorates the *mdx* phenotype by restoring the altered expression of certain miRNAs. To evaluate the effect of Givinostat on the modulation of miRNAs, we chose the last treatment (T16) and the most efficacious dose (37.5 mg/kg) vs vehicle contrast.

In the T16 naive *mdx* vs naive wt contrast, 120 miRNAs were significantly upregulated and 66 miRNAs were significantly downregulated in plasma of *mdx* mice. 

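Plasma of naive mdx mice held more of the miRNAs of muscle and less of those of liver than plasma of naive wt mice (n = 3 each). Of the 368 miRNAs tested, 99 were higher and 61 lower in naive mdx mice, 49 of the higher and 8 of the lower by more than 4-fold. Of 8 tested miRNAs enriched in skeletal muscle and heart, 7 rose, with a median log2 fold change of 4.62 over the list; miR-499-5p, at 0.95 (SE 0.42), did not pass (adjusted p = 0.0768). All 5 members of the miR-378 family rose, with a median of 3.74; miR-378d changed by 4.16 (SE 0.43) and miR-378a-5p by 3.68 (SE 0.32). In the miR-30 family 6 of 10 tested members rose and the others did not pass; miR-30a-5p changed by 1.92 (SE 0.27) and miR-30c-5p by 1.02 (SE 0.24). Members of the let-7 family, which restrain growth and are abundant in mature tissues, went both ways: of 15 tested, 7 fell, 4 rose and 4 did not pass. let-7a-5p fell by 1.47 on the log2 scale (SE 0.25) and let-7c-5p by 1.20 (SE 0.22), while let-7f-1-3p, from the other arm of its hairpin, rose by 1.92 (SE 0.35). These counts are at an adjusted p under 0.05 from edgeR's quasi-likelihood test; 112 were higher and 86 lower at an unadjusted p under 0.05, and DESeq2 called 106 higher and 68 lower. The CPM values of 149 of the 160 called miRNAs did not overlap between the groups; over all tested miRNAs this held for 212 (57.6%), where chance gives 10%. camera, a test of each list against all other miRNAs, gave adjusted p = 4.30e-10 for the muscle list and 3.71e-08 for the miR-378 family, and adjusted p = 0.0675 with an estimated correlation for both. It did not call the miR-30 family (adjusted p = 0.197; 0.513 with an estimated correlation) or the let-7 family (0.167; 0.460 with an estimated correlation). Adjusted over the list alone, 8 muscle miRNAs, 5 of the miR-378 family and 6 of the miR-30 family were higher, and 9 of the let-7 family were lower and 5 higher. The paper names 5 of the 8 muscle miRNAs, 2 of the miR-378 family and 1 of the miR-30 family from these samples, so their direction is not independent evidence. The log2 ratio of miR-451a, a red blood cell miRNA, to miR-23a-3p was -2.20 ± 0.44 (SD, n = 3) in naive mdx mice and 0.01 ± 0.11 in naive wt mice (two-sided exact permutation p = 0.1, the smallest that 3 mice against 3 allow). With miR-486a-5p in place of miR-451a the direction was reversed (1.13 higher in naive mdx mice, the same p). The ratio to miR-451a separates the groups completely. With it as a covariate edgeR called 1 miRNA, miR-133a-5p; the median standard error of the 160 called miRNAs went from 0.36 to 0.98 and the median log2 fold change from 1.99 to 1.25 for the 99 higher ones and from -1.20 to -0.56 for the 61 lower ones, with 86 of the 99 and 42 of the 61 on their former side of 0. The balance of higher to lower miRNAs moved with the scaling: library totals shifted the median of all miRNAs by 0.39 and gave 118 and 23, and upper-quartile factors shifted it by -0.23 and gave 82 and 96. Without naive wt mouse 89, 86 were higher and 40 lower.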

Among the upregulated miRNAs we found miR-133a-5p (FC = 5.973; the most upregulated miRNA), miR-133b-3p (FC = 5.441), miR-133a-3p (FC = 4.693), miR-378b (FC = 4.109), miR-206-3p (FC = 4.065), miR-1a-3p (FC = 3.423), miR-22-5p (FC = 2.991), and miR-22-3p (FC = 2.550) (Fig. 6). All of these miRNAs have been reported to be elevated in the dystrophic mice [47, 48]. Moreover, miR-133, miR-1 and miR-206 levels were found to be elevated also in the plasma of DMD patients [49].

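miR-133a-5p (MIMAT0003473 in the table) stood 91.3-fold higher in plasma of naive mdx mice than of naive wt mice, the largest rise among the tested miRNAs. It reached 937 ± 430.4 CPM (SD, n = 3) in naive mdx mice against 10.3 ± 5.87 CPM (SD, n = 3) in naive wt mice, a log2 fold change of 6.51 (SE 0.43, adjusted p = 1.97e-08 from edgeR's quasi-likelihood test). Its relatives of the miR-133 family, which act in the growth and differentiation of muscle, rose with it: miR-133b-3p by 5.91 (SE 0.46) and miR-133a-3p by 4.97 (SE 0.42) on the log2 scale. miR-206-3p (MIMAT0000239), of regenerating fibres, was the most abundant miRNA in each mdx library and went from 7514 ± 2171 CPM to 144369 ± 55441 CPM (log2 fold change 4.26, SE 0.36, adjusted p = 1.46e-07 from the same test). miR-1a-3p, of skeletal muscle and heart, rose by 3.82 (SE 0.53), and miR-1a-1-5p, from the other arm of a miR-1a hairpin, by 5.32 (SE 0.62). Outside the muscle list, miR-378b rose by 4.44 (SE 0.40), miR-22-5p by 3.16 (SE 0.31) and miR-22-3p by 2.70 (SE 0.27), the last from 8817 ± 571 CPM to 57125 ± 16903 CPM. Adjusted p was at most 2.97e-05 for each of these miRNAs in edgeR. On GRCm38, Mir206 lies on chromosome 1 from 20679010 to 20679082 and Mir133b at 20682769 to 20682887, both in exons of the non-coding gene Gm28653. The hairpin of Mir206 reads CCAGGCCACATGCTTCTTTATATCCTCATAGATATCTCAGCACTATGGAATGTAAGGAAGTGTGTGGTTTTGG. miR-133a comes from Mir133a-1 on chromosome 18 (10782909 to 10782976, in an intron of Mir133a-1hg) and Mir133a-2 on chromosome 2 (180398379 to 180398482, with no other gene annotated there), each near a copy of Mir1a (chromosome 18, 10785481 to 10785552, and chromosome 2, 180389048 to 180389124). Mir378b lies on chromosome 11 from 88352773 to 88352864, opposite an intron of Msi2, and Mir22 on chromosome 11 from 75463716 to 75463810, in an exon of Mir22hg. Reads of miR-133a and miR-133b, of the copies of miR-1a and of the miR-378 family can be shared between loci, since their sequences are close or equal. With the red blood cell ratio as a covariate miR-206-3p was at 3.24 (SE 0.88), miR-133b-3p at 3.34 (SE 0.94), miR-378b at 4.09 (SE 1.03) and miR-22-3p at 1.25 (SE 0.60). In that fit miR-1a-1-5p was at 3.94, miR-133a-3p at 2.43, miR-22-5p at 1.65 and miR-1a-3p at 1.60. With smaller folds and these errors, none of these miRNAs passed the test. miR-133a-5p passed, at 4.96 (SE 0.93, edgeR adjusted p = 0.0378). Over all alternatives its adjusted p ranged from 1.79e-62 to 0.0378.

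**Figure D1:**
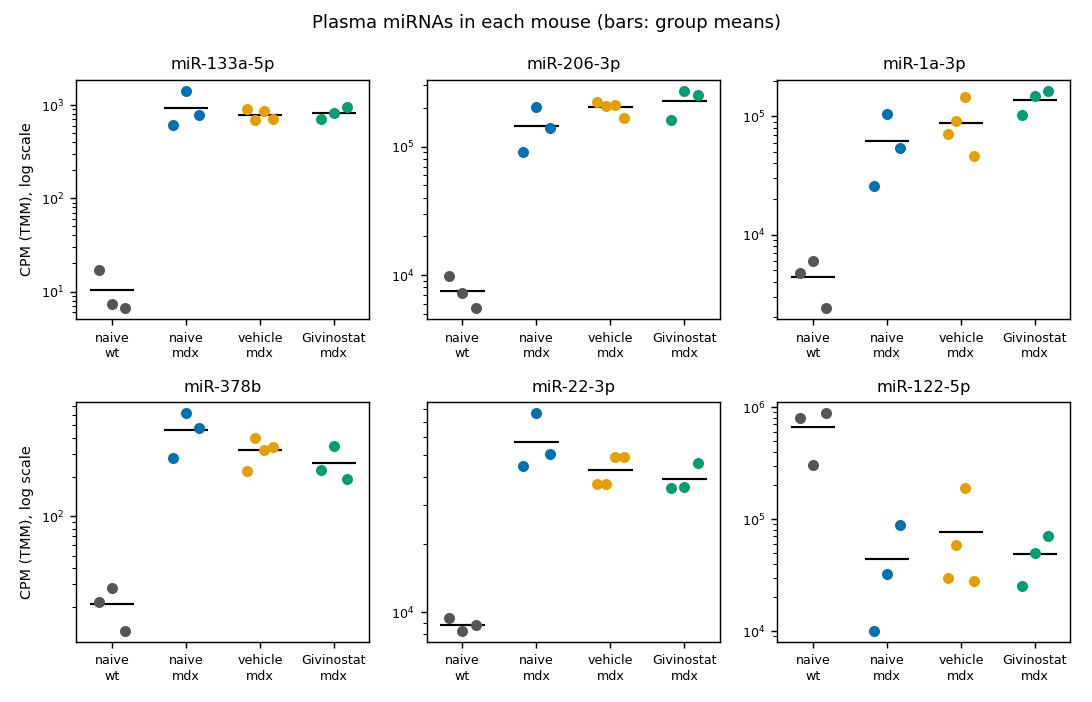
CPM scaled by TMM (y axis, log scale) of 6 miRNAs in each mouse, by group (x axis: naive wt, naive mdx, vehicle and Givinostat); points are mice and bars are group means. For miR-133a-5p the naive wt mice average 10.3 CPM and the naive mdx mice 937 CPM, and for miR-122-5p the order of these groups is turned, with 660237 CPM in naive wt mice.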

**Fig. 6:**
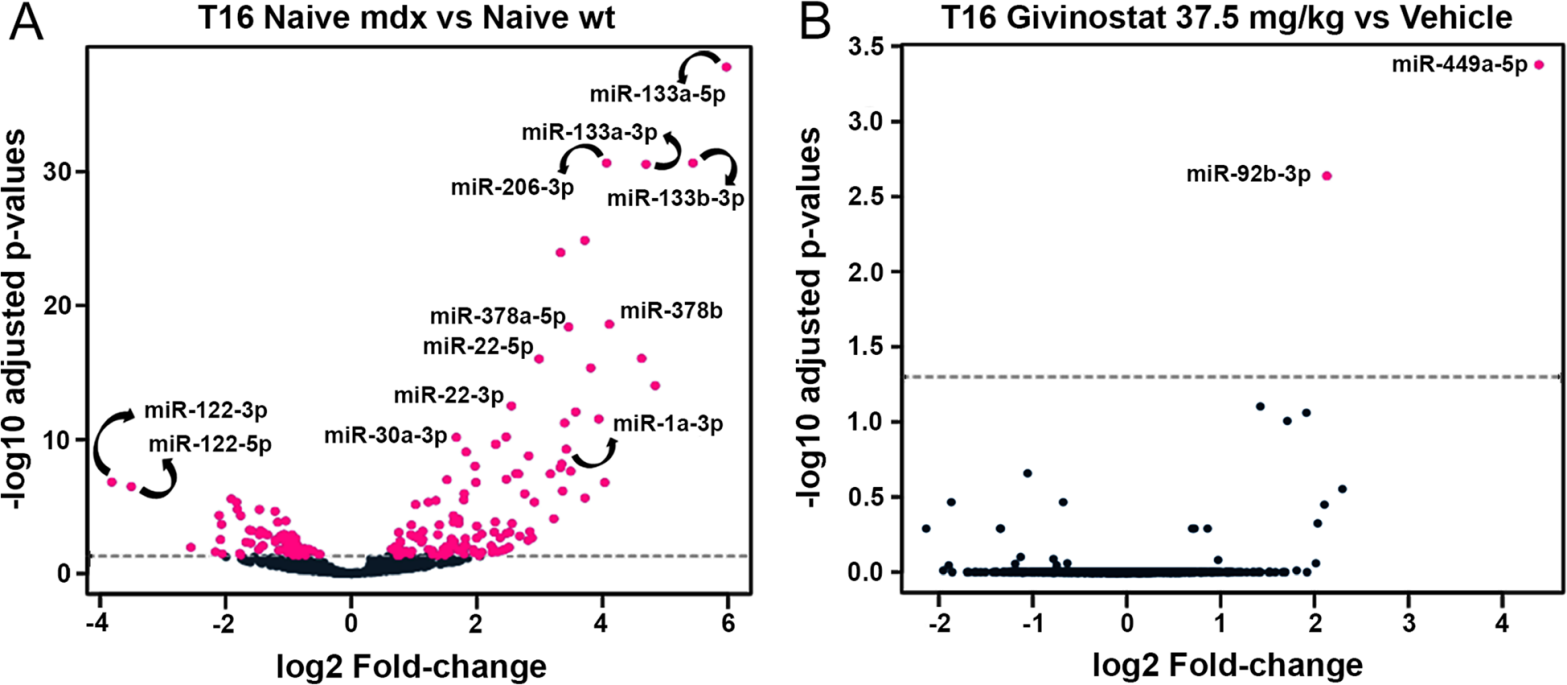
Volcano plots of differentially expressed miRNA in wt and *mdx* mice. The analysis was performed for Naive *mdx* vs Naive wild type (wt) (**A**) and Givinostat 37.5 mg/kg vs vehicle (**B**) contrasts after 15 weeks of treatment (T16). Log2 fold-changes estimated by DESeq2 versus –log10 adjusted p values (FDR: false discovery rate) are indicated in the plot. Black dots indicate miRNA with non-significant fold change (FDR > 0.05). Pink dots indicate significantly differentially expressed miRNAs at FDR < 0.05

In mice, miR-133a-3p, miR-1a-3p, and miR-206-3p are specifically muscle-enriched miRNAs that regulate both the proliferation of myofibers and the myogenic differentiation during muscle growth [50, 51]. In particular, miR-206-3p plays a key role in dystrophic muscle regeneration and is known to be enriched in regenerating myofibers [52, 53]. The abundance of these three miRNAs correlates with the progression of dystrophic pathology [54].

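miR-122, the main miRNA of hepatocytes, went the other way in plasma of naive mdx mice. Its guide strand, miR-122-5p (MIMAT0000246), was the most abundant miRNA in all 3 naive wt libraries, at 660237 ± 309574 CPM (SD, n = 3), and stood at 43971 ± 40802 CPM (SD, n = 3) in naive mdx mice, a log2 fold change of -3.91 (SE 0.82, adjusted p = 0.00117 from edgeR's quasi-likelihood test). miR-122-3p, from the other arm of the hairpin, fell from 135.01 ± 104 to 6.94 ± 4.75 CPM (log2 fold change -4.25, SE 0.80, adjusted p = 0.000487 from the same test). The 4 tested miRNAs of the liver list fell; miR-192-5p, also of liver, gut and kidney, changed by -1.13 (SE 0.32) and miR-194-5p by -1.50 (SE 0.34), with a median of -2.70 over the list. miR-192-5p did not pass with library totals or with limma (adjusted p from 0.0832 to 0.100). Every naive mdx mouse had less miR-122-5p than every naive wt mouse. Mir122 lies on chromosome 18 of GRCm38 from 65248861 to 65248926, in an exon of a long non-coding RNA, and its hairpin reads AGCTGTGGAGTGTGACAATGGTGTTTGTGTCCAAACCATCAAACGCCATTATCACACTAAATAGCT. Adjusted over the list alone, 4 were lower. For the list, camera gave adjusted p = 0.0202, and adjusted p = 0.460 with an estimated correlation; 2 of its 4 members are named by the paper from these samples. Without naive mdx mouse 36, camera's adjusted p for the list was 0.0760 (0.00145 to 0.460 over all alternatives). With the red blood cell ratio as a covariate miR-122-5p was at -3.90 (SE 2.20), miR-122-3p at -4.67 (SE 2.49), miR-194-5p at -1.66 (SE 0.98) and miR-192-5p at -0.93 (SE 0.92); with these larger errors none passed edgeR's test.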

The most significantly downregulated miRNAs in T16 naive *mdx* vs naive wt contrast were miR-122-3p and miR-122-5p that are probably involved in the regulation of muscle growth and lipid deposition [55], but, to our knowledge, these miRNAs were so far not described to be dystrophy-related.

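With Givinostat, miR-92b-3p rose, and miR-449a-5p was read in all 3 treated mice (2, 44 and 10 counts in mice 31, 34 and 35) and in none of the 4 vehicle mice. By library totals miR-449a-5p averaged 13.6 ± 16.4 CPM (SD, n = 3) with Givinostat. The 0 counts of the vehicle group, of 5639427 in all, allow up to 0.532 CPM over the group (3 counts). The Givinostat mean lay 25.6-fold above that limit (log2 of 4.68, SE 1.31 over the treated mice). The limit covers counting error and not the spread between mice, so the ratio is not a lower bound of the fold change. The two-sided exact permutation p was 0.0571, the smallest possible. In single libraries a count of 0 allows 1.97 to 2.34 CPM with vehicle, below mouse 34 (32.2 CPM) and mouse 35 (7.24 CPM) but above mouse 31 (1.39 CPM). Naive mdx mice had 0 counts of it and naive wt mice 1. The 5p arms of miR-34b and miR-34c share the seed of miR-449a-5p and, like it, are tied to the cell cycle; miR-34a-5p, with the same seed, had too few counts to test (7, 6 and 4 with Givinostat, and 5, 5, 4 and 0 with vehicle). Of the miR-34/miR-449 family 3 members were tested, none passing edgeR's main test over all miRNAs. Only miR-34c-5p among them is a 5p arm with that seed, while miR-34b-3p and miR-34c-3p are 3p arms. All 3 come from the neighbouring hairpins Mir34b and Mir34c, so they are not 3 independent members. miR-34b-5p had 1 count over all libraries, in Givinostat mouse 34. miR-34c-5p was at 71.8 ± 59.7 CPM (SD, n = 3) with Givinostat and 15.7 ± 2.74 CPM (SD, n = 4) with vehicle (log2 fold change 2.19, SE 0.48, edgeR adjusted p = 0.0521). miR-34b-3p differed by 1.56 (SE 0.36) with adjusted p = 0.0692 from edgeR, and miR-34c-3p by 1.90 (SE 0.51) with adjusted p = 0.171. Adjusted over the list alone, these 3 were higher. camera called the list (median 1.90, adjusted p = 1.17e-06), with adjusted p = 0.0998 with an estimated correlation; the paper names none of its tested members from these samples. On GRCm38, Mir449a lies on chromosome 13 from 113037534 to 113037624, in an intron of Cdc20b, and its hairpin reads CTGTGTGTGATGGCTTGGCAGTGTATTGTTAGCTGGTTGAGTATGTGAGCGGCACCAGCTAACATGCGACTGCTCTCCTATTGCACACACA. Mir34c and Mir34b lie on chromosome 9 from 51103034 to 51103110 and from 51103562 to 51103645, opposite an intron of Btg4. Of the 368 miRNAs tested, edgeR called 1 higher and 0 lower (15 higher and 10 lower at an unadjusted p under 0.05), and DESeq2 called 2 higher, miR-92b-3p and miR-34c-5p, and 0 lower. The CPM values of 28 miRNAs (7.61%) did not overlap between the groups, where chance gives 5.71%. miR-449a-5p did not reach the filter on low counts. With no filter beyond a count in any library edgeR called it (adjusted p = 6.40e-08), along with miR-92b-3p, miR-92b-5p, miR-34b-3p, miR-34c-3p and miR-34c-5p, while DESeq2 did not (adjusted p = 1; 6.40e-08 to 1 over all alternatives). Mouse 34 had the most of each of these miRNAs. Without it the Givinostat mean of miR-449a-5p lay 8.11-fold above the limit of the vehicle group, and edgeR called 0 miRNAs. The log2 fold changes were then 1.25 (SE 0.43) for miR-34c-5p, 1.02 (SE 0.36) for miR-34b-3p and 0.76 (SE 0.43) for miR-34c-3p. Without mouse 31 edgeR called the same 6 miRNAs as with no filter.

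**Figure D2:**
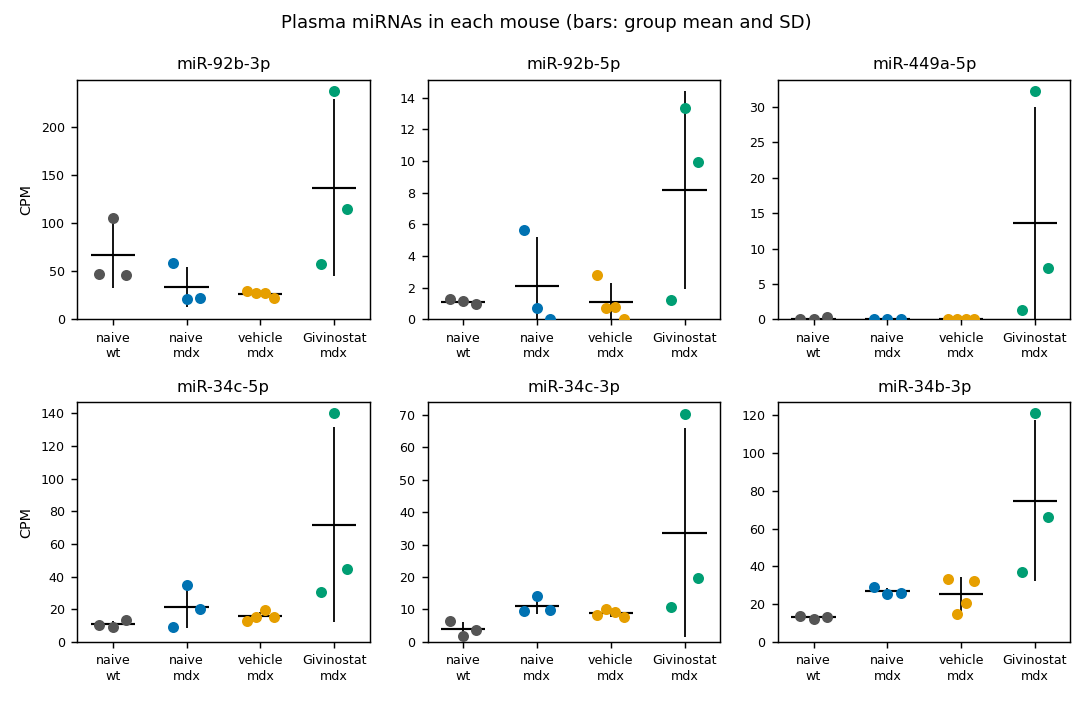
CPM (y axis) of 6 miRNAs in each mouse, by group (x axis); points are mice, horizontal bars are means and vertical bars SD, ending at 0 where the mean less the SD is below 0. CPM is by library total for miR-449a-5p and scaled by TMM for the others; the Givinostat mice average 13.6 CPM of miR-449a-5p, where the vehicle mice have none, and mouse 34 is the highest point in each plot.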

Among the Givinostat-induced miRNAs (T16 Givinostat 37.5 mg/kg vs vehicle contrast), the only two that were significantly upregulated were miR-449a-5p (FC = 4.388) and miR-92b-3p. The upregulation of these two miRNAs in *mdx* muscle after HDACi treatment (trichostatin A—TSA) was already reported in the literature [56, 57].

miR-449a-5p is involved in different pathways, such as TGF-β, TNF, MAPK, Wnt, FoxO, PI3K-Akt, and Hippo signalling pathway and was proposed to be linked to stem cell pluripotency [57].

miR-92b-3p, along with miR-133a-3p, is one of the cardiac specific miRNAs involved in heart failure (i.e., cardiomyocyte apoptosis, hypertrophy, and inflammation) and was reduced in the coronary sinus of patients with heart failure [58]. In particular, miR-92b-3p was observed to be decreased in mouse hypertrophic cardiomyocytes upon angiotensin II antagonist treatment and its overexpression can attenuate the hypertrophic phenotype by downregulating the hypertrophy related genes [58–60]. *Mdx* mice show a mild cardiomyopathy and, according to the literature, we found that at T16, miR-92b-3p in naive *mdx* plasma was downregulated compared to naive wt mice (FC = − 0.896, not significant). 

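miR-92b-3p averaged 33.7 ± 21.2 CPM (SD, n = 3) in plasma of naive mdx mice and 66.7 ± 34.1 CPM (SD, n = 3) in plasma of naive wt mice. Its log2 fold change of -0.98 (SE 0.49, 95% confidence interval -2.02 to 0.06) did not pass edgeR's quasi-likelihood test (adjusted p = 0.109). The counts behind it were 75, 188 and 99 in the naive wt mice and 93, 30 and 40 in the naive mdx mice, so the groups overlap. Of the family that shares its seed, miR-32-5p fell by 1.23 on the log2 scale (SE 0.45, adjusted p = 0.0339 from the same test), while miR-25-3p, at -0.47 (SE 0.21), and miR-92a-3p, at 0.01 (SE 0.33), did not pass. The call of miR-32-5p was lost with library totals, in edgeR with 2 groups only and with limma. It was also lost without 1 of mice 89 (-1.02), 95 (-1.31), 36 (-0.87) and 37 (-1.23). The direction of miR-32-5p reversed with the red blood cell ratio as a covariate (0.26). Over all alternatives its adjusted p ranged from 0.0186 to 0.992. miR-25-3p passed with upper-quartile factors, over miRNAs with a mean of at least 10 CPM and in DESeq2 over all libraries. As a set, the 5 tested members had a median of -0.47 and camera gave adjusted p = 0.268 (0.460 with an estimated correlation). fry called the set in the direction down (adjusted p = 0.0297). Adjusted over the list alone, 0 passed in edgeR, against 1 over all miRNAs. miR-92b-3p passed the test with upper-quartile factors (log2 fold change -1.20, adjusted p = 0.0426), with no filter beyond a count in any library (-1.01, adjusted p = 0.0490) and without naive mdx mouse 36 (-1.60, adjusted p = 0.0209); over all alternatives its adjusted p ranged from 0.0209 to 0.992. Without naive wt mouse 89 the log2 fold change was -0.50.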

After chronic Givinostat treatment (T16 Givinostat 37.5 mg/kg vs vehicle), our analysis showed a significant upregulation (FC = 2.130) of miR-92b-3p, suggesting a possible beneficial effect on cardiac function of *mdx* mice upon treatment with Givinostat. 

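With Givinostat, plasma miR-92b-3p (MIMAT0004899) was 5.09-fold higher than with vehicle and stood in the 3 treated mice above all 4 vehicle mice. Its level was 137 ± 92.1 CPM (SD, n = 3) against 26.8 ± 3.04 CPM (SD, n = 4), from 97, 304 and 139 counts in mice 31, 34 and 35 and 42, 38, 36 and 35 counts in mice 40 to 43. The log2 fold change was 2.35 (SE 0.46, 95% confidence interval 1.371 to 3.32, adjusted p = 0.0374 from edgeR's quasi-likelihood test). miR-92b-5p, from the other arm of the hairpin, was at 8.15 ± 6.26 CPM with Givinostat and 1.07 ± 1.20 CPM with vehicle (log2 fold change 2.79, SE 0.88, edgeR adjusted p = 0.274). miR-92a-3p, which shares the seed of miR-92b-3p and is close to it in sequence, differed by -0.09 (SE 0.31) and did not pass (edgeR adjusted p = 0.99). As a set, the 5 tested members of the family had a median of 0.13; camera gave adjusted p = 0.0875, and adjusted p = 0.310 with an estimated correlation. Adjusted over the list alone, 1 was higher. Mir92b lies on chromosome 3 of GRCm38 from 89227116 to 89227198, with no other gene annotated there, and its hairpin reads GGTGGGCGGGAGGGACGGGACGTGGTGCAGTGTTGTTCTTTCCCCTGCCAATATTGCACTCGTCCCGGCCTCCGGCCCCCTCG. The red blood cell ratio was -1.03 ± 0.44 (SD, n = 3) with Givinostat and -1.91 ± 0.22 (SD, n = 4) with vehicle (two-sided exact permutation p = 0.0571, the smallest possible), and with miR-486a-5p in place of miR-451a the direction was reversed (-0.833, p = 0.171 by exact permutations). In vehicle mouse 41 the ratio with miR-486a-5p was -0.46, against -2.91 to -2.33 in the other vehicle mice and -3.22 to -2.37 with Givinostat. With the ratio of miR-451a as a covariate miR-92b-3p was at 2.31 (SE 0.75) and no longer passed. edgeR did not call miR-92b-3p without any 1 of mice 34, 35, 40, 41, 42 and 43, with log2 fold changes from 1.69 (without mouse 34) to 2.38, nor over the 313 miRNAs with a mean of at least 10 CPM; limma on the deposited log2 values did not call it either. Over all alternatives its adjusted p ranged from 2.48e-07 to 0.877.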

Since we focused exclusively on plasma miRNA levels, it will be interesting to investigate the effects of Givinostat on miRNA levels in skeletal or cardiac muscle in future studies.

The results of each contrast are displayed as volcano plots including all miRNAs in Fig. 6. Our results are in agreement with literature data that indicate a profound dysregulation of miRNA levels in skeletal muscle from *mdx* mice [57]. Givinostat treatment does not revert the overall pattern toward normalcy but specifically acts on two miRNAs that have been reported to be functionally linked to muscle physiology and more specifically to cardiac pathologies.

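None of the 160 miRNAs that set naive mdx plasma apart from naive wt plasma passed edgeR's test between Givinostat and vehicle. With naive mdx and vehicle mice joined as the control, which shares mice with the other comparison, edgeR called 1 of them, miR-451a: it was at -1.17 in naive mdx mice and at 0.84 with Givinostat (adjusted p = 0.0475; 0.76 and adjusted p = 0.255 against vehicle, and adjusted p from 0.0475 to 0.994 over all alternatives). miR-133a-5p differed by 0.06 (SE 0.31) on the log2 scale between Givinostat and vehicle, miR-206-3p by 0.17 (SE 0.29), miR-1a-3p by 0.64 (SE 0.44), miR-22-3p by -0.13 (SE 0.23), miR-378b by -0.33 (SE 0.32) and miR-122-5p by -0.65 (SE 0.69); in edgeR the adjusted p of each was at least 0.719. As a list, the 8 tested muscle miRNAs had a median of 0.06 and a mean of -0.02, and camera, whose direction was down, gave adjusted p = 0.945 (0.954 with an estimated correlation). With the red blood cell ratio as a covariate their median was 0.53 and camera called the list, in the other direction (up, adjusted p = 0.0124). The 4 tested liver miRNAs had a median of -0.36 (adjusted p = 0.770; 0.954 with an estimated correlation). Across the 160 miRNAs called between naive mdx and naive wt mice, sorted by direction, the 99 higher ones had a median of 1.99 in naive mdx mice and of -0.23 with Givinostat, and the 61 lower ones of -1.20 and 0.24. Their sign was opposite to that of the naive mdx comparison for 76.2% of the 160, namely 77 of the higher and 45 of the lower. Across all 368 tested miRNAs, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of -0.38 (Spearman -0.49); the 2 comparisons share no mice. Between vehicle and naive mdx mice, both without the drug, edgeR called 0 miRNAs (17 at an unadjusted p under 0.05, smallest adjusted p = 0.801) and DESeq2 0. With the red blood cell ratio as a covariate the correlation was -0.40, and the share of the same 160 miRNAs with the opposite sign 60.6%. The correlation was -0.14 with DESeq2 over all libraries and -0.09 with no filter. Leaving out 1 library gave -0.22 (without vehicle mouse 43) to -0.48 (without vehicle mouse 41). Of the 35 splits of the Givinostat and vehicle mice, 9, the real one included, gave a correlation as far from 0. From the rise of miR-92b-3p, and from reports that tie it to heart failure, the paper proposes a possible benefit for the heart, and it states that the drug acts on few miRNAs without restoring the overall pattern.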

### Treatment efficacy evaluation in D2.B10 mouse model

Having characterized the functional, histological, and molecular effects of Givinostat on *mdx* mice with a mild dystrophic phenotype, we next evaluated the drug in the more severe D2.B10 model. We also included GC steroid treatment groups in this experiment to evaluate the efficacy of Givinostat in comparison to the clinically relevant standard of care treatment. Both prednisone and Deflazacort were used for this purpose.

Unfortunately, we observed that repeated, chronic oral administration of Givinostat by gavage turned out to be difficult and unsafe for these mice. This difficulty may be related to a more pronounced oropharyngeal or esophageal dysfunction in D2.B10 mice as compared to *mdx* mice. We noticed that feeding difficulties and oropharyngeal or esophageal dysfunctions were also reported to occur in Duchenne patients [61]. As a consequence, the drug was given in drinking water (see “Drug treatments” paragraph in “Materials and methods” section). To estimate the daily dose administered to the animals using this procedure, water consumption was measured every week during the study. We calculated the actual doses of Givinostat ingested by mice, to be in the following ranges: 0.8–1.1 mg/kg, 3.6–6 mg/kg, 7.2–11.6 mg/kg, and 27.5–41.5 mg/kg. We noticed that these data were in line with the expected doses of 1, 5, 10, and 37.5 mg/kg, respectively. An increase in the water intake by the animals, and therefore in the dose of Givinostat is probably due to the growth, and therefore, the weight gain of the animals over time.

### Functional activity measurement

In an analogy to the characterization done on the *mdx* mice, muscle function of D2.B10 mice was investigated using both the grip test and the treadmill exhaustion test.

#### Grip test

The developed FNmax in DBA/2J wt mice increased throughout the entire experimental period (Fig. 7), while FNmax in D2.B10 vehicle-treated mice tended to decrease starting from day 14 (Fig. 7), indicating a progressive impairment of muscle function. The effect of Givinostat on FNmax was dose-dependent, with maximal efficacy observed at the dose of 37.5 mg/kg. Givinostat at 10 and 37.5 mg/kg as well as prednisone treatment increased the FNmax of D2.B10-treated mice to that of wt healthy mice starting from day 21 until days 49–62 (Fig. 7). From day 62 onwards, D2.B10-treated mice started to diminish the FNmax, but the effect of Givinostat (administered at 5, 10 and 37.5 mg/kg) and prednisone remained significantly elevated until day 104 (see Additional Table 6). The lowest dose that exerted a significant effect from day 21 to day 104 on FNmax was 10 mg/kg. Deflazacort and Givinostat at 1 mg/kg significantly improved the FNmax for a limited time interval, i.e., from day 28 to day 90 and from day 42 to days 90/104, respectively (see Additional Table 6). The effect of prednisone on FNmax was comparable to that of Givinostat 5 e 10 mg/kg for all the treatment period, while the effect of Deflazacort was lower and not significantly different from prednisone. Significant differences in FNmax values between Givinostat at 37.5 mg/kg versus prednisone were observed only at days 90 and 97 (p < 0.05) and, at the same experimental time points, a significant difference was also seen between Givinostat at 37.5 mg/kg vs Deflazacort (p < 0.05 and p < 0.01, respectively).

**Fig. 7:**
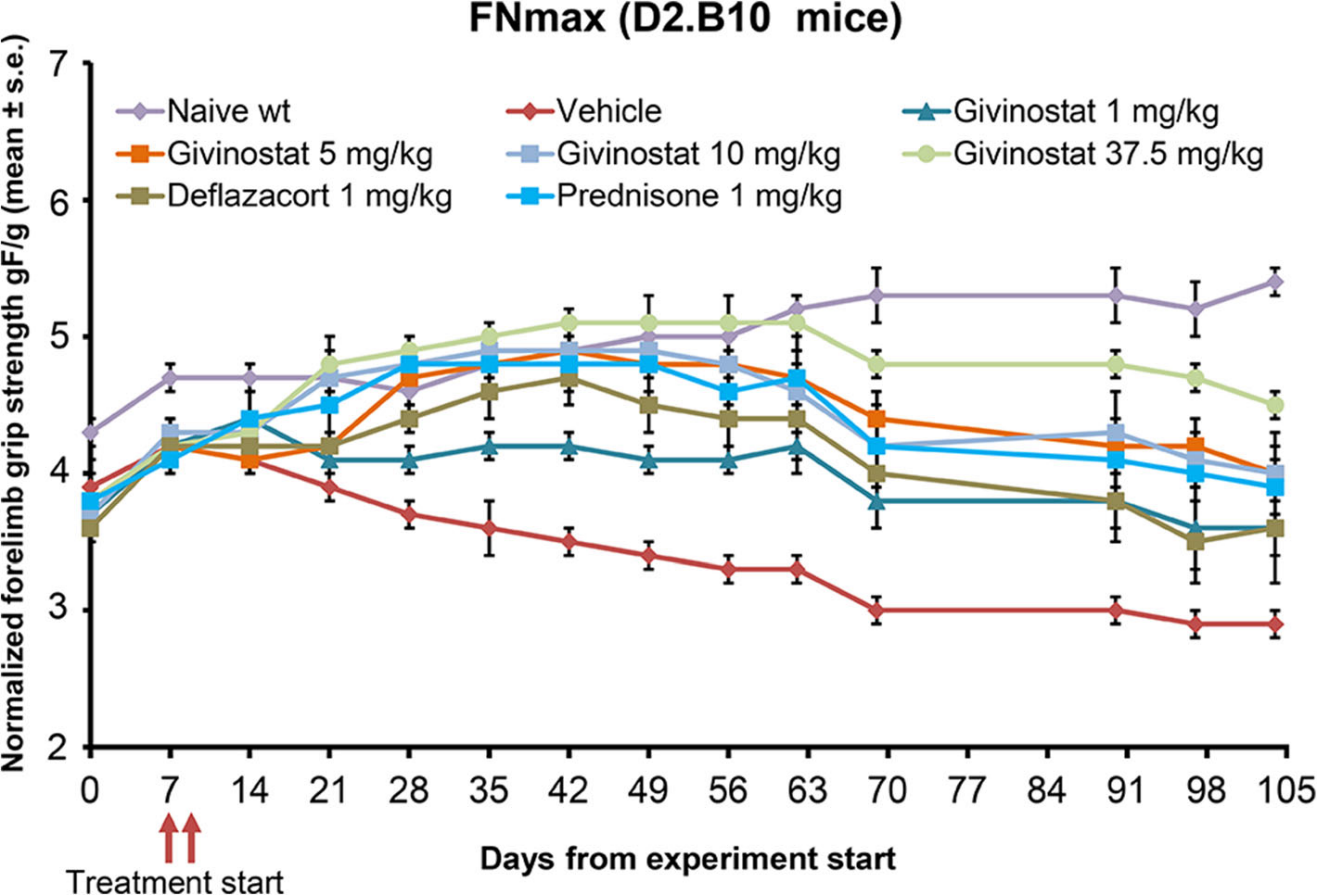
Effect of Givinostat and steroids on maximal normalized strength (FNmax) in D2.B10 mice. Givinostat and steroid treatment started on days 7 and 9, respectively (wt: wild type)

#### Treadmill exhaustion test

During the exhaustion test evaluation, we had to set a maximum number of shocks that mice received until the end of each test with respect to the protocol applied to *mdx* mice in order to avoid unnecessary stress to the animals (see “Assessment of functional tests for the evaluation of treatment efficacy” paragraph in “Materials and methods” section). This adjustment led to an apparent worsening of the performance of healthy DBA/2J which we therefore ascribe to a change in experimental settings and not to an increased exhaustion. Despite the reduced number of shocks, Givinostat at its top dose improved running performance of D2.B10 mice with a clear increase at day 63 (Fig. 8A). This effect lasted until the end of treatment period where the improvement was statistically significant. In fact, on day 105, Givinostat-treated mice were able to run for 473 ± 22 meters, whereas the D2.B10 vehicle-treated mice ran for only 296 ± 17 m (the distance covered by wt mice was 648 ± 31 m). On the contrary, the effect of Deflazacort, prednisone, and of the lower doses of Givinostat was not statistically significant (Fig. 8A).

**Fig. 8:**
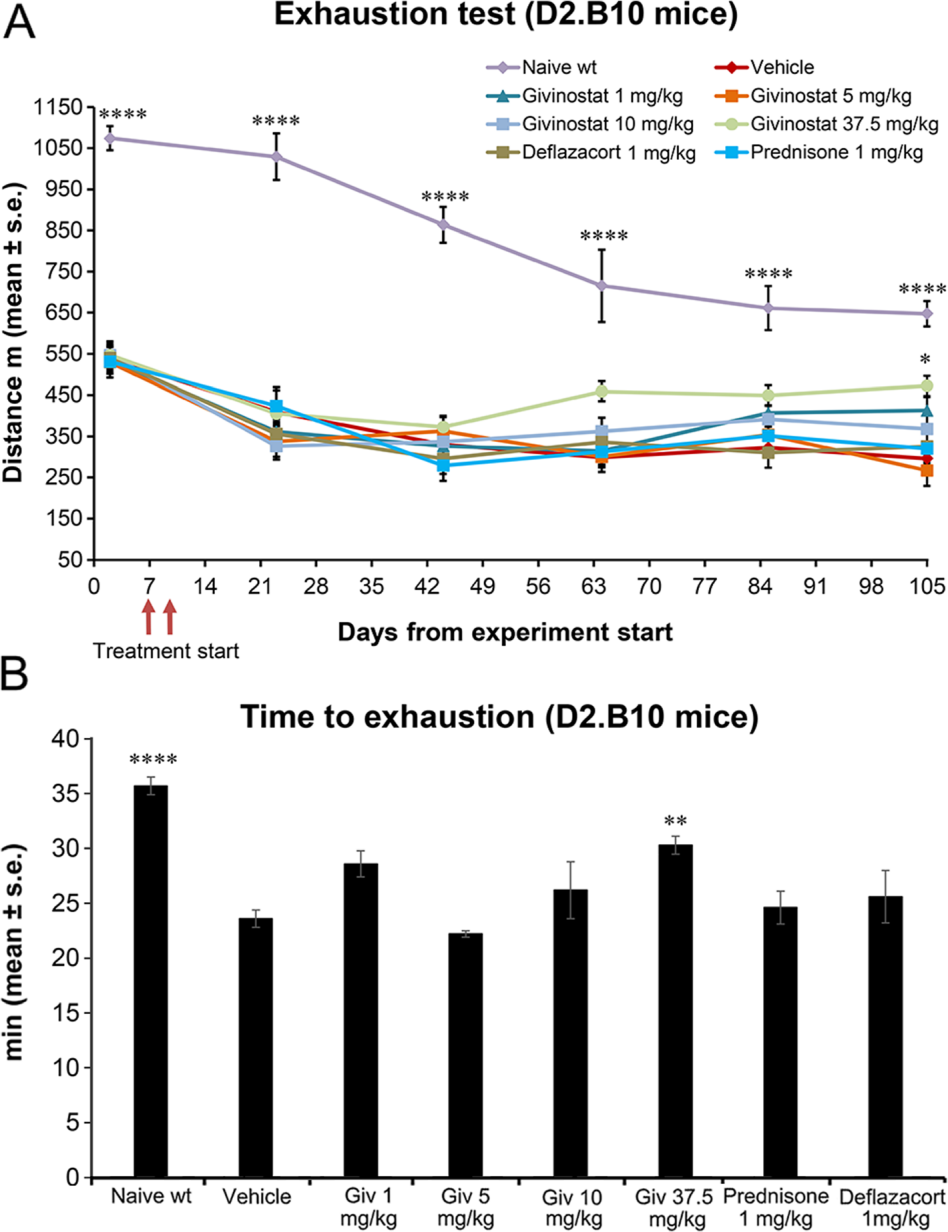
Effect of Givinostat and steroids on both the distance run (**A**) and time to exhaustion at day 105 (**B**) in D2.B10 mice. From day 44, a maximum number of shock (150) was set. Givinostat and steroid treatment started on days 7 and 9, respectively (2-way ANOVA with Bonferroni’s multiple comparison test, *p < 0.05; ****p < 0.0001 vs vehicle; wt: wild type)

In addition to the distance, we also analyzed the time to exhaustion at the last time point (day 105). Givinostat, at the highest dose, significantly prolonged the time to exhaustion (Fig. 8B).

### Histopathological analysis

In DBA/2J wt mice, GAS, TA, and DIA had a low percentage of fibrotic area when compared to dystrophic muscles at both time points T8 (3.0 ± 0.5 %, 3.0 ± 0.4 % and 3.9 ± 0.3 %, respectively) and T16 (1.8 ± 0.5 %, 2.3 ± 0.3 % and 4.7 ± 0.8 %, respectively). In GAS (T8), prednisone significantly reduced fibrosis compared to vehicle-treated mice (by about 26%) (Fig. 9). No significant effect was observed at time point T16 upon either Givinostat or steroid treatment. In TA (T8), both steroids and Givinostat (administered at 37.5 mg/kg) significantly decreased fibrosis compared to vehicle-treated mice (by about 22%) (Fig. 9). No significant effects were observed on fibrosis at time point T16. At T8, DIA of animals treated with Givinostat, as well as with prednisone, showed a significant reduction of the amount of fibrosis by about 33 and 45%, respectively. Deflazacort had no significant effect (Fig. 9). At T16, the efficacy of both Givinostat at 37.5 mg/kg and prednisone was lost, possibly due to the exhaustion of regenerative potential with age [62].

**Fig. 9:**
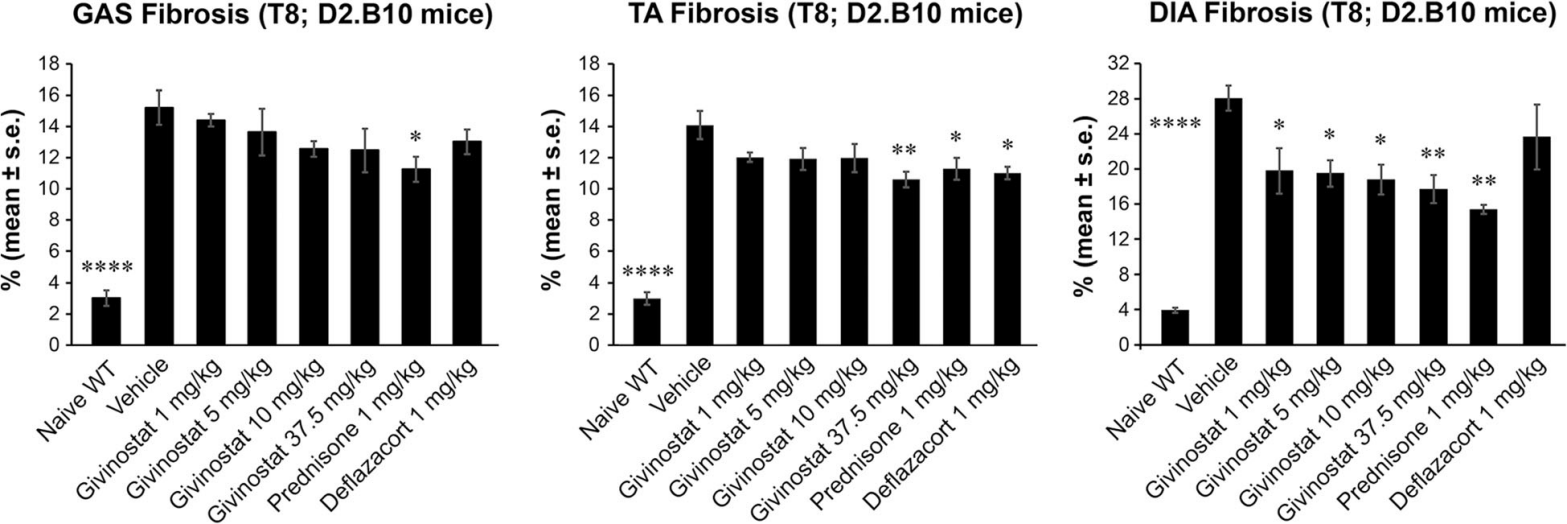
Givinostat and steroid treatment ameliorate muscle fibrosis in D2.B10 mice. Effect of Givinostat and steroids on the percentage of fibrosis in gastrocnemius (GAS), tibialis anterior (TA), and diaphragm (DIA) of D2.B10 mice after 8 weeks of treatment (T8) (1-way ANOVA with Bonferroni’s multiple comparison test, *p < 0.05; **p < 0.01; ****p < 0.0001 vs vehicle; n = 5; wt: wild type)

The CSA of GAS and TA of DBA/2J wt mice were higher compared to that of dystrophic mice (1500 μm^2^ at T8 and 900 μm^2^ at T16 in GAS and 1200 μm^2^ at T8 and 1050 μm^2^ at T16 in TA). Moreover, at both T8 and T16, no major changes in CSA distribution were observed in GAS and TA of mice treated with Givinostat administered at 37.5 mg/kg (600 μm^2^ at T8 and 450 μm^2^ at T16 in GAS and 300 μm^2^ at T8 and 300 μm^2^ at T16 in TA) and prednisone at 1 mg/kg (600 μm^2^ at T8 and 300 μm^2^ at T16 in GAS and 300 μm^2^ at T8 and 300 μm^2^ at T16 in TA) compared to D2.B10 vehicle-treated mice (1050 μm^2^ at T8 and 300 μm^2^ at T16 in GAS and 600 μm^2^ at T8 and 300 μm^2^ at T16 in TA).

Nuclear centralization was absent or very low in GAS and TA muscles from wt mice of 24–25 weeks old (around 1%), while it was very diffuse in GAS (25.1 ± 1.5 %) and TA (21.2 ± 1.0%) of D2.B10 vehicle-treated mice of the same age. No marked treatment-related effects were observed: Givinostat at 37.5 mg/kg and prednisone-treated mice sowed a similar nuclear centralization to that of the vehicle group (22.4 ± 2.1 % and 21.6 ± 1.7 %, respectively, in GAS and 19.8 ± 2.4 % and 22.0 ± 2.4 %, respectively in TA).

The histological evaluation of muscle inflammatory infiltrate, adipose tissue deposition, regeneration, and degeneration of the muscular tissue was not significantly different among the treatment groups. In particular, the degree of inflammatory infiltrate and adipose tissue deposition was very limited in all samples and, therefore, not useful for discriminating the efficacy of the different doses of Givinostat or steroids (Additional Table 7).

The statistical analyses of both functional and histological improvements as a function of administered doses are summarized in Additional Table 8 (see Additional Table 8).

## Discussion

DMD patients homozygous for the IAAM Ltbp4 haplotype remained ambulatory significantly longer than those homozygous for the VTTT haplotype [17]. This important correlation was confirmed in other studies [22, 23] where a delay in the loss of ambulation in patients with the IAAM phenotype treated with corticosteroids was also observed.

In our study, we observed that Givinostat was effective in both *mdx* and D2.B10 murine models which functionally represent the mild and more severe phenotypes of DMD, respectively.

It is further interesting to compare the effects of Givinostat on the two mouse strains used in this project. D2.B10 mice could not be chronically dosed by daily gavage and received the drug in their drinking water. Even though water consumption measurements have shown that the total doses that D2.B10 mice received were comparable to those of the *mdx* mice, an accurate PK monitoring upon administration in drinking water is essentially impossible. It is likely however, that the plasma concentration curve of Givinostat will be much flatter with this mode of administration and that lower circulating concentrations will be reached, even though similar AUC values are expected. We notice that in this model, even though strong functional benefit could be shown, only a transient effect on fibrosis and no significant effect on CSAs was observed. It is possible that this lack of effect could relate to the severeness of the disease developed by these animals that may not be efficiently countered by an HDACi. Like for the pharmacologic effect in *mdx* mice, an alternative explanation could be that a robust effect on fibrosis and CSA requires higher circulating concentrations (Cmax-driven effect) that are not attained when the compound is administered with drinking water. In line with this reasoning, Givinostat was inactive in an in vivo pulmonary fibrosis model when administered with the diet (McKinsey TA, unpublished results). This mode of administration is likely to give similar low-level exposures as our administration with drinking water in D2.B10 mice.

Although doubts remain about their ability to prolong ambulation in DMD patients, the pros and cons of their long-term use and the choice of which corticosteroid/regimen to use, GC are routinely used for DMD treatment. We evaluated both prednisone and Deflazacort in the more severe DMD mouse model and we found that there were small differences between the two GC steroids in terms of their ability to improve muscle performance. Prednisone and Deflazacort were unable to affect cross-sectional area or the number of centralized nuclei in D2.B10 muscles. In addition, prednisone significantly reduced fibrosis in TA, GAS, and DIA, while Deflazacort was effective only in TA.

Recently, Givinostat was shown to be highly efficacious in two distinct murine models of diastolic dysfunction with preserved ejection fraction [63]. In these experiments, the drug was admixed to the diet. In these cardiac models, Givinostat blocked left ventricular diastolic dysfunction due to hypertension and suppressed aging-induced diastolic dysfunction in normotensive mice. No effect on fibrosis was observed by the authors, but an impairment of cardiac myofibril relaxation, as a previously unrecognized, myocyte-autonomous mechanism for diastolic dysfunction was discovered that was proposed to be regulated by myofibrillar protein acetylation. We can therefore assert that Givinostat is effective in counteracting fibrosis in the DMD mouse models and not in pulmonary fibrosis and diastolic dysfunction murine models.

A specific role for HDAC2 in the control of myofibrils was suggested that apparently was affected already by very low circulating HDACi concentrations. It would be interesting to investigate if myofiber protein acetylation also occurs in skeletal muscles and to what extent it affects the function of dystrophic muscles.

Givinostat has previously been shown to be effective in the *mdx* mouse model and is presently being studied in phase III clinical trials in DMD patients.

In this preclinical work, we wanted to further dissect the pharmacological activity of the molecule with a special focus on functional readouts, dose dependence, and the influence of Ltbp4 polymorphism. The treadmill assay is known to be associated with large experimental variability. Therefore, the grip test was used for the first time to monitor the functional benefit of Givinostat treatment. In our hands, the data obtained by monitoring forelimb force with this assay, were robust and reproducible and allowed us to establish clean dose-response relationships. Using this readout, Givinostat showed a remarkable, dose-dependent improvement in FNmax with top doses transiently approaching values seen in wt animals. In *mdx* mice, the treadmill distance and time to exhaustion also transiently approached wt values, whereas the analogous data obtained with D2.B10 mice are more difficult to interpret due to protocol changes that were necessary during the experiment to safeguard animal well-being. Still, also in this case, the top dose showed a statistically significant improvement over vehicle-treated animals in both distance and time to exhaustion evaluations. We conclude that Givinostat improves muscle function, irrespective of the Ltbp4 status. Functional benefits were transient in both mouse strains but even in the decline phase a statistically significant difference with respect to vehicle-treated animals was observed.

The mechanism of action of HDACis in muscle regeneration is complex, multifaceted, and not completely understood. Fibro-adipogenic progenitor cells were proposed to be key actors in these processes [56, 57, 62]. In young animals, these cells have been shown to be reprogrammed by HDACis to deliver pro-regenerative factors and to mobilize muscle-resident stem cells to engage in tissue repair [56]. This effect was no longer observable in aged animals, suggesting that exhaustion of regenerative capacity may occur over time [56]. Whether this is the basis for the transient functional improvements observed in our experiments needs to be further explored. Also, the relevance of this exhaustion process for the treatment of human disease with HDACis needs to be established. The outcome of the ongoing clinical trial with Givinostat in adult Becker dystrophy patients (ClinicalTrials.gov identifier: NCT03238235) will be revealing in this respect.

Givinostat, at the top dose, induced significant increases of the CSAs of TA and GAS muscles in *mdx* mice, while no effect on nuclear centralization was seen. Whether the increased CSA is a result of regeneration, of a countering of atrophic processes or due to protection of muscle fibers from damage is presently unknown. We note that Givinostat potently inhibits muscle atrophy pathways in vitro (manuscript in preparation) and has a known anti-inflammatory activity that could mitigate ROS-mediated tissue damage in an inflammatory environment. Both effects could contribute to preserve larger muscle fibers. We also observed a dose-dependent effect on fibrosis in TA, GAS, and DIA muscles from *mdx* mice. The antifibrotic effect was evident at the top doses and this contrasts with the dose dependence of functional improvements that were highly significant also at lower doses. These findings will be further discussed below.

Multiple dose PK experiments were done in *mdx* mice to establish efficacy/PK correlations. To put these data into context, we need to consider that Givinostat is a relatively non-specific inhibitor of all 11 zinc-dependent HDAC subtypes. Minetti and colleagues have shown that Entinostat (MS-275), an HDAC inhibitor that selectively inhibits HDACs 1, 2, and 3 is as active as the pan-HDACi TSA [27], while Colussi and colleagues have demonstrated that ablation of HDAC2 expression recapitulates many features of small molecule inhibitors, confirming a key role of the inhibition of this enzyme in mediating the pharmacologic activity of HDACis [28]. Mechanistically, the impaired nNOS activity in DMD muscles was proposed to lead to a decrease in HDAC2 nitrosylation, causing its retention on miRNA promoters and leading to an increase in the expression of fibrosis/oxidative stress-related genes [61]. miR-206 was suggested to be under the control of HDAC2 and expressed in activated satellite cells where it represses the Pax7 factor, thus allowing differentiation to proceed [64]. Finally, HDAC3 was shown to be an obligate mediator of the inflammatory gene expression program of macrophages [65]. In the light of these findings, it is likely that inhibition of HDACs 1, 2, and 3 is a major driver of the activity of Givinostat in DMD.

From our PK experiments, we conclude that Givinostat rapidly accumulates in muscle tissue, where it reaches a concentration 4.5 times higher than in plasma and that HDAC inhibition is probably going to be transient, since concentration curves rapidly declined after a few hours. Therefore, the improvement of functional and histological parameters obtained in *mdx* mice can be also explained by the high distribution levels of Givinostat into the muscular tissue.

Since the targeted HDACs 1, 2, and 3 are essential enzymes in most cells, their continuous, sustained inhibition would probably not be tolerated. In fact, attempts to deliver HDACis by continuous infusion, leading to their sustained inhibition, were poorly tolerated in our hands (C.S., unpublished observations).

It is interesting to compare our dose-response curves to those reported by Colussi and colleagues using Vorinostat in the *mdx* mouse model [29]. In that report, a bell-shaped dose-response curve of Vorinostat with a peak for both functional and histologic effects at the low dose of 1.2 mg/kg was shown. We notice that this behavior differs from our observations with Givinostat, for which both functional and histologic parameters improved steadily with increasing dose up to 37.5 mg/kg, the highest dose tested. Vorinostat and Givinostat have similar enzyme inhibition profiles [66]. A possible explanation for this discrepancy could be linked to the different administration route of the two compounds: Vorinostat has very poor oral bioavailability in mice and Colussi and colleagues administered this compound i.p., [29] whereas in our experiments Givinostat was given p.o. I.p. dosing is expected to give much higher peak plasma concentrations (Cmax value in CD1 mice was 123 ng/ml at 0.25 h after i.p. administration of 5 mg/kg dose) than p.o. administration. Remarkably, also TSA, when given i.p., is active in the *mdx* model, even though this molecule is extremely short-lived in vivo and was reported to have a half-life of only 6.3 min upon i.p. dosing in mice [67]. However, i.p. dosing of TSA lead to micromolar peak plasma concentrations that are well above the enzyme inhibition IC50 values. Taking these data together, at least some of the pharmacologic effects of HDACis in this model seem to be driven by transient peak plasma concentrations (Cmax values in *mdx* mice treated with Givinostat: 24 ng/ml for the 5 mg/kg p.o. dose; 807 ng/ml for the 37.5 mg/kg p.o. dose).

The question then becomes: how transient target inhibition may still lead to long-lived pharmacodynamic effects? In this respect, an intriguing observation was recently published [57], showing that the pharmacologic effects of HDACi in *mdx* mice are, to a large extent, mediated by extracellular vesicles that are produced by mesenchymal cells such as fibro-adipogenic progenitors (FAPs). These extracellular vesicles are involved in microRNA transfer to muscle stem cells and exposure of dystrophic FAPs to HDACis increases the intra-extracellular vesicles levels of a subset of miRNAs that regulate biological processes such as regeneration, fibrosis, and inflammation. Significantly, extracellular vesicles derived from HDACi-exposed FAPs were able to phenocopy the pharmacologic effects of HDACis upon a single injection in dystrophic mice, indicating long-lasting pharmacodynamic effects.

It is well known that the activity of HDACi on different biological pathways can greatly vary as a function of their concentrations. As an example, we discovered that the anti-inflammatory activity of HDACi is exerted at much lower concentrations compared to those needed for an antitumor activity [68, 69]. Thus, a possible model that reconciles all of these findings could be the following: HDACis may trigger myofiber-autonomous effects leading to functional improvements at relatively low concentrations that can be reached by low-dose administration through oral gavage or upon admixture of the drug to the diet or to drinking water. However, transient exposure to higher concentrations of HDACis, well above the Ki values of the main targets HDACs 1, 2, and 3, may be needed to trigger pro-regenerative and antifibrotic effects. These drug levels can be reached by high-dose p.o. administration or by lower dose i.p. dosing. Transient HDAC inhibition may result in durable pharmacodynamic outcomes that are mediated by extracellular vesicles. This picture needs further confirmation from additional preclinical experiments and quantitative PK/PD correlations need to be established using relevant biomarkers. If confirmed, these data could serve as the basis for optimizing the dosing scheme of HDACis in the clinic.

While the lack of dystrophin that leads to chronic muscle damage is the causal factor of Duchenne dystrophy, the pathologic repair process that is triggered under these conditions and that leads to a progressive substitution of muscle tissue by fibrotic and adipose tissue is a key pathogenic process. Restoring dystrophin expression in all muscle fibers would in theory cure the disease and attempts to at least partially do so using exon skipping oligos or a drug inducing point-mutation read-through have conducted to first approvals of targeted therapies in Duchenne patients [70]. Promising clinical data have been recently published on AAV-based gene therapy, suggesting that further, urgently needed therapy improvements could be in sight for those patients that cannot benefit from presently available therapeutic options [70]. Still, all of these therapeutic approaches have their limitations and even if the present gene therapy approaches were 100% efficacious, they would lead to the expression of a truncated version of dystrophin, at best turning fatal Duchenne into a milder Becker dystrophy type of disease. This implies that a two-pronged approach focusing on both dystrophin restoration and a normalization of the repair process is likely to provide the most benefit to patients.

HDACis are ideally suited for this purpose since they act on multiple aspects of muscle repair through modulation of inflammation, collagen deposition, adipocyte differentiation, and muscle fiber regeneration [71]. In addition, they may have direct effects on muscle contraction. These desirable activities are mediated by different HDAC subtypes that are expressed in different cell types and are likely to have different requirements in terms of HDACi concentration and duration of inhibition. Additional preclinical experiments will be needed to dissect the role of individual HDAC subtypes in these processes and to define the optimal profile and dosing schedule of HDAC inhibitors.

## Conclusion

Our data show that Givinostat improves the functional activities and modifies the histological parameters in a dose-dependent way regardless of the Ltbp4 haplotype; indeed, Givinostat is effective in both the *mdx* (DMD mild phenotype) and in D2.B10 (DMD severe phenotype) murine models.

## Supplementary Information

**Additional file 1: Table 1.** Muscle sampling in both *mdx* and D2.B10 mice. Summary of muscle sampling at the two different time points (T8 = after 8 weeks of treatment; T16 = after 15 weeks of treatment) in both *mdx* and D2.B10 studies (n = 5; GAS = gastrocnemius; TA = tibialis anterior; DIA = diaphragm).

**Additional file 2: Table 2.** Statistical analysis of maximal normalized strength in *mdx* mice. Summary of statistical analysis of maximal normalized strength in wt and *mdx* mice (wt: wild type). 2-way ANOVA with Bonferroni’s multiple comparison test was performed (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle).

**Additional file 3: Table 3.** Histopathological evaluation of the severity of myodystrophy in different muscles of *mdx* mice at T16. The histopathological method considered some parameters scored by severity and extension of the injury: muscle degeneration/necrosis, regeneration, inflammatory infiltrate, interstitial reaction and adipose tissue deposition. Each parameter was classified by severity (mild = 1, moderate = 2 and severe = 3) and extension (focal = 1, multifocal = 2 and diffuse = 3). The individual severity score was calculated for each animal and an average score per group was determined (group mean total score) (statistical analysis: 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± SD vs Vehicle; n = 5; T16 = sampling after 15 weeks of treatment; DIA = diaphragm; GAS = gastrocnemius; MTS = mean total score; TA = tibialis anterior; wt = wild type;).

**Additional file 4: Table 4.** Summary of the statistical analysis results of functional and histological parameters in *mdx* mice. Givinostat administered at the dose of 37.5 mg/kg led to significant improvements in both functional tests (T8 and T16) and histological evaluations (except for heart) (T16). Statistical analysis: functional tests, 2-way ANOVA with Bonferroni’s multiple comparison test; histological parameters, 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± s.e. (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle; ns = not significant; s = significant based on multiplicative model effect in gastrocnemius and additive model effect in tibialis anterior, as described in *Statistical analysis* section in Materials and Methods paragraph; T8 = sampling after 8 weeks of treatment; T16 = sampling after 15 weeks of treatment; CSA = cross sectional area).

**Additional file 5: Table 5.** Summary of differentially expressed miRNA in Naive wt, Naive mdx, Givinostat 37.5 mg/kg and vehicle *mdx* mice. A large number of statistically significant, differentially expressed miRNAs could be identified in all contrasts. Included: number of miRNAs used in the analysis with non-zero total read count; up: number of miRNAs upregulated at FDR < 0.05; down: number of miRNAs downregulated at FDR < 0.05. 

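The number of miRNAs with a count in at least 1 library depends on which libraries are taken. Over the 6 naive mdx and naive wt mice it was 1063, over the 7 Givinostat and vehicle mice 1073, over the 7 vehicle and naive mdx mice 1085, and over all 13 mice 1203. Most of these miRNAs have few counts: 368 had enough of them for edgeR's filter, and 313 had a mean of at least 10 CPM. When the comparison of naive mdx with naive wt mice was limited to those 6 libraries, DESeq2 tested 1063 miRNAs and called 139 of the 160 that edgeR called over all libraries; limited to the 7 libraries of Givinostat and vehicle, it called 2 of 1073, miR-92b-3p and miR-34c-5p.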

FDR: false discovery rate.

**Additional file 6: Table 6.** Statistical analysis of maximal normalized strength in D2.B10 mice. Summary of statistical analysis of maximal normalized strength in wt and D2.B10 mice (wt: wild type). 2-way ANOVA with Bonferroni’s multiple comparison test was performed (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle).

**Additional file 7: Table 7.** Histopathological evaluation of the severity of myodystrophy in different muscles of D2.B10 mice at T8 and T16. The histopathological method considered some parameters scored by severity and extension of the injury: muscle degeneration/necrosis, regeneration, inflammatory infiltrate, interstitial reaction and adipose tissue deposition. Each parameter was classified by severity (mild = 1, moderate = 2 and severe = 3) and extension (focal = 1, multifocal = 2 and diffuse = 3). The individual severity score was calculated for each animal and an average score per group was determined (group mean total score) (statistical analysis: 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± SD vs Vehicle; n = 5; T8 = sampling after 8 weeks of treatment; T16 = sampling after 15 weeks of treatment; DIA = diaphragm; GAS = gastrocnemius; MTS = mean total score; TA = tibialis anterior; wt = wild type;).

**Additional file 8: Table 8.** Summary of the statistical analysis results of functional and histological parameters in D2.B10 mice. Givinostat administered at the doses of 5, 10 or 37.5 mg/kg and steroids (except for Deflazacort at T16) led to significant improvements in grip strength test, whereas, we observed a statistically significant improvement in the exhaustion test only with the highest dose of Givinostat at T16. For the histological analysis we observed a statistically significant result only in fibrosis at T8 in diaphragm (DIA) for all the doses of Givinostat administered and for Prednisone treatment. Givinostat at 37.5 mg/kg also significantly counteracted fibrosis in tibialis anterior (TA); Prednisone was able to diminish fibrosis in TA and gastrocnemius (GAS), whereas the antifibrotic effect of Deflazacort was observed only in TA. Statistical analysis: functional tests, 2-way ANOVA with Bonferroni’s multiple comparison test; histological parameters, 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± s.e. (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle; ns = not significant; T8 = sampling after 8 weeks of treatment; T16 = sampling after 15 weeks of treatment; CSA = cross sectional area).

**Additional file 9: Figure 1.** Experimental plan of treatments and functional tests in *mdx* (A) and D2.B10 (B) studies. Givinostat was orally administered by daily gavage in *mdx* mice, whereas it was dissolved in drinking water for D2.B10 mice starting from day 7. Deflazacort and Prednisone were weekly administered by i.p. injection at the dose of 1 mg/kg starting from day 9 only in D2.B10 mice. The grip strength and run to exhaustion tests have been conducted after a training period of 3 and 4 days, respectively, during which mice become familiar with the procedures. Grip strength test was performed every week in both the studies, instead, run to exhaustion performance of *mdx* and D2.B10 mice was evaluated every 14 or 21 days, respectively, using a treadmill apparatus.

**Additional file 10: Figure 2.** Effect of Givinostat on *mdx* mice body weight. Baseline BW values of 8 weeks old C57BL/10J wt and Naive *mdx* mice were 24.8 ± 0.8 and 27.7 ± 0.8 grams, respectively. At the end of the treatment period (day 105), the BW of mice treated with 25 and 37.5 mg/kg of Givinostat was 32.9 ± 0.9 and 33.1 ± 0.9 g respectively, i.e. similar to that of the wt mice (33.3 ± 0.9 g) but significantly different (*p* < 0.01 and *p* < 0.05, respectively) from that of the vehicle-treated *mdx* mice (37.2 ± 0.8 g), suggesting that Givinostat counteracted the pathologic BW gain of *mdx* mice (BW = body weight; wt = wild type). 2-way ANOVA with Bonferroni’s multiple comparison test was performed.

**Additional file 11: Figure 3.** Effect of Givinostat, Prednisone and Deflazacort on D2.B10 mice body weight. The baseline BW mean value of D2.B10 mice was 18.2 ± 0.6 grams, whereas the weight of the wt mice was 24.8 ± 0.5 grams (*p* < 0.0001) and they still remained heavier than the dystrophic mice for all the duration of the experiment: at day 105, the mean BW of D2.B10 mice was 23.3 ± 0.6 g, whereas the BW of wt mice was 29.4 ± 0.5 g (*p* < 0.0001). There were no significant differences in BW of D2.B10 vehicle-treated mice compared to that of D2.B10 mice treated with either Givinostat or steroids (BW = body weight; wt = wild type). 2-way ANOVA with Bonferroni’s multiple comparison test was performed.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

BW: Body weight
CSA: Cross-sectional area
DMD: Duchenne muscular dystrophy
DIA: Diaphragm
FNmax: Maximal normalized strength
GAS: Gastrocnemius
GC: Glucorticoids
HDAC: Histone deacetylase
HDACi: Histone deacetylase inhibitor
*LTBP4* gene: Latent transforming growth factor-β binding protein 4
miRNAs: MicroRNAs
ns: Not significant
PK: Pharmacokinetic
TA: Tibialis anterior
TGF-β: Transforming growth factor-β
wt: Wild type

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 1 — Additional file 1: Table 1. Muscle sampling in both mdx and D2.B10 mice. Summary of muscle sampling at the two different time points (T8 = after 8 weeks of treatment; T16 = after 15 weeks of treatment) in both mdx and D2.B10 studies (n = 5; GAS = gastrocnemius; TA = tibialis anterior; DIA = diaphragm).

**Additional Table 1**

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 2 — Additional file 2: Table 2. Statistical analysis of maximal normalized strength in mdx mice. Summary of statistical analysis of maximal normalized strength in wt and mdx mice (wt: wild type). 2-way ANOVA with Bonferroni’s multiple comparison test was performed (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle).

**Additional Table 2.**

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 3 — Additional file 3: Table 3. Histopathological evaluation of the severity of myodystrophy in different muscles of mdx mice at T16. The histopathological method considered some parameters scored by severity and extension of the injury: muscle degeneration/necrosis, regeneration, inflammatory infiltrate, interstitial reaction and adipose tissue deposition. Each parameter was classified by severity (mild = 1, moderate = 2 and severe = 3) and extension (focal = 1, multifocal = 2 and diffuse = 3). The individual severity score was calculated for each animal and an average score per group was determined (group mean total score) (statistical analysis: 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± SD vs Vehicle; n = 5; T16 = sampling after 15 weeks of treatment; DIA = diaphragm; GAS = gastrocnemius; MTS = mean total score; TA = tibialis anterior; wt = wild type;).

**Additional Table 3**

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 4 — Additional file 4: Table 4. Summary of the statistical analysis results of functional and histological parameters in mdx mice. Givinostat administered at the dose of 37.5 mg/kg led to significant improvements in both functional tests (T8 and T16) and histological evaluations (except for heart) (T16). Statistical analysis: functional tests, 2-way ANOVA with Bonferroni’s multiple comparison test; histological parameters, 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± s.e. (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle; ns = not significant; s = significant based on multiplicative model effect in gastrocnemius and additive model effect in tibialis anterior, as described in Statistical analysis section in Materials and Methods paragraph; T8 = sampling after 8 weeks of treatment; T16 = sampling after 15 weeks of treatment; CSA = cross sectional area).

**Additional Table 4**

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 5 — Additional file 5: Table 5. Summary of differentially expressed miRNA in Naive wt, Naive mdx, Givinostat 37.5 mg/kg and vehicle mdx mice. A large number of statistically significant, differentially expressed miRNAs could be identified in all contrasts. Included: number of miRNAs used in the analysis with non-zero total read count; up: number of miRNAs upregulated at FDR < 0.05; down: number of miRNAs downregulated at FDR < 0.05. FDR: false discovery rate.

**Additional Table 5**

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 6 — Additional file 6: Table 6. Statistical analysis of maximal normalized strength in D2.B10 mice. Summary of statistical analysis of maximal normalized strength in wt and D2.B10 mice (wt: wild type). 2-way ANOVA with Bonferroni’s multiple comparison test was performed (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle).

**Additional Table 6**

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 7 — Additional file 7: Table 7. Histopathological evaluation of the severity of myodystrophy in different muscles of D2.B10 mice at T8 and T16. The histopathological method considered some parameters scored by severity and extension of the injury: muscle degeneration/necrosis, regeneration, inflammatory infiltrate, interstitial reaction and adipose tissue deposition. Each parameter was classified by severity (mild = 1, moderate = 2 and severe = 3) and extension (focal = 1, multifocal = 2 and diffuse = 3). The individual severity score was calculated for each animal and an average score per group was determined (group mean total score) (statistical analysis: 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± SD vs Vehicle; n = 5; T8 = sampling after 8 weeks of treatment; T16 = sampling after 15 weeks of treatment; DIA = diaphragm; GAS = gastrocnemius; MTS = mean total score; TA = tibialis anterior; wt = wild type;).

Additional Table 7

# Supplementary material for: The pan HDAC inhibitor Givinostat improves muscle function and histological parameters in two Duchenne muscular dystrophy murine models expressing different haplotypes of the LTBP4 gene
**Source:** Skelet Muscle. 2021 Jul 22;11:19. doi: 10.1186/s13395-021-00273-6
**Supplement:** Supplementary file 8 — Additional file 8: Table 8. Summary of the statistical analysis results of functional and histological parameters in D2.B10 mice. Givinostat administered at the doses of 5, 10 or 37.5 mg/kg and steroids (except for Deflazacort at T16) led to significant improvements in grip strength test, whereas, we observed a statistically significant improvement in the exhaustion test only with the highest dose of Givinostat at T16. For the histological analysis we observed a statistically significant result only in fibrosis at T8 in diaphragm (DIA) for all the doses of Givinostat administered and for Prednisone treatment. Givinostat at 37.5 mg/kg also significantly counteracted fibrosis in tibialis anterior (TA); Prednisone was able to diminish fibrosis in TA and gastrocnemius (GAS), whereas the antifibrotic effect of Deflazacort was observed only in TA. Statistical analysis: functional tests, 2-way ANOVA with Bonferroni’s multiple comparison test; histological parameters, 1-way ANOVA with Bonferroni’s multiple comparison test. Mean values ± s.e. (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs Vehicle; ns = not significant; T8 = sampling after 8 weeks of treatment; T16 = sampling after 15 weeks of treatment; CSA = cross sectional area).

**Additional Table 8**

How the deposited data were processed for this re-analysis (not part of the article)

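Small RNA-seq of plasma was analysed for 13 mice: 3 naive wt, 3 naive mdx, 4 mdx given vehicle and 3 mdx given Givinostat at 37.5 mg/kg for 15 weeks. Mice were placed in groups by the sample titles, which give the group and the animal number. The resulting group sizes match the paper's methods, which give no animal numbers for these samples. The strain label is C57BL/10J for every sample, while the paper gives C57BL10ScSn-Dmdmdx/J for the mdx mice; the titles and the paper were followed. The groups share no animal numbers, so the analysis is unpaired. The paper's text names Trimmomatic for the trimming of adapters; the notes to the deposited data name bcl2fastq 1.37.0, cutadapt 1.4.2 and Bowtie 1.0.0. The reads were mapped to GRCm38 and annotated with miRBase release 21.

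The first table deposited by the authors holds raw counts, as whole numbers, for 1907 mature miRNAs, each the sum over its isomiRs. It was the basis of all main results. All 13 columns were matched to mice by name (0 unmatched). In the second table the authors deposited log2 values of the same miRNAs. Each equals the log2 of the raw count plus 1 constant per library, and that constant brings every library to the same total of 1426717 over its counts of 4 or more; counts of 3 or fewer have no value there. This is not the scaling by DESeq2 size factors that the paper's methods name: for naive wt mouse 95, the factor behind the deposited values is 2.03 and the DESeq2 size factor 1.29. The table entered only the limma alternatives, after it was put back on the linear scale, with missing values as 0 and a pseudocount of 1 or 5. The 15 pairs of libraries within groups were checked for copies; every pair differed, with a chi-square of at least 104.5 per degree of freedom over miRNAs with at least 10 counts.

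Counts were scaled by TMM and filtered with filterByExpr by group (minimum count of 10) in edgeR 4.0.16 under R 4.3.3, which kept 368 of the 1203 miRNAs with a count. Total counts per library were 1167161 to 2899315, and a count of 0 allows up to 1.03 to 2.57 CPM (3 counts). A quasi-likelihood model with 1 mean per group was fitted to all 13 libraries (glmQLFit and glmQLFTest, with legacy = FALSE set in place of the default of this version; a first look at the data used the default, and both call the same 160 and 1 miRNAs). The comparisons were naive mdx with naive wt, Givinostat with vehicle, and vehicle with naive mdx, the last not reported by the paper. miRNAs were called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size over the square root of the F statistic, and intervals are at 95%. Single values per mouse were compared by two-sided exact permutation tests. Recovery was measured on simulated counts with the depths and spreads of these groups, over changed miRNAs that passed the count filter. With 3 against 3 libraries edgeR recovered 43.5%, 86.4% and 100% of the 23, 22 and 21 tested miRNAs changed 2-fold, 4-fold and 8-fold. Of its 54 calls 7.41% were false. With 3 against 4 it recovered 55.6%, 91.3% and 100% of 18, 23 and 21, and 8.77% of 57 calls were false. Changed miRNAs below the filter do not enter these shares.

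The tests, the alternatives, the rule for the miRNAs to name and 17 lists of miRNAs were written down before the data were examined. The lists are the muscle list, the miR-378 family, a published signature of dystrophic muscle, the liver list, the red blood cell, myeloid, lymphocyte, platelet, endothelial, neuron and fibrosis lists, the imprinted Dlk1-Dio3 cluster, the Sfmbt2 cluster families, and the miR-34/miR-449, miR-25/92, let-7 and miR-30 families. Each list with at least 3 tested members was tested with camera (limma 3.58.1) at its preset correlation of 0.01; lists with fewer have only counts. Named miRNAs are all those in the paper's text or Fig. 6, up to 10 higher and 10 lower per comparison with the largest change among called miRNAs with a mean of at least 10 CPM whose groups do not overlap, the 10 smallest p-values where fewer than 10 passed, up to 4 members per list, and the 5 most abundant. A few others, named where a count was small, were picked after their values were seen. Positions and hairpin sequences were taken from the GENCODE annotation of GRCm38, by the name of each precursor.

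Alternatives to the main analysis were RLE, upper-quartile and library-total scaling; no filter, or a mean of at least 10 CPM; DESeq2 1.42.0 with and without its prior on fold changes, and with 2 groups only; edgeR with 2 groups only, with robust estimation and with legacy = TRUE; limma on the deposited log2 values; counts without the red blood cell list; the log2 ratio of miR-451a to miR-23a-3p as a covariate; naive mdx and vehicle mice joined as the control of Givinostat; and each library left out in turn. The lists were also tested with an estimated correlation, with fry, under other scalings, with the covariate and without each library. Leaving miR-122-5p out of the counts was added after its share in naive wt mice was seen. Also chosen after seeing the data were the ratio of miR-449a-5p to the floor and the summary over the arms of miR-34b and miR-34c. The same holds for the measures searched for a mouse far from its group, which lists count as not discussed by the paper, and the comparison with hairpin GC content. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Reads of miRNAs with equal or close sequences, such as miR-486a and miR-486b, can be shared between them, and the counts do not show how this was resolved. Counts of single isomiRs and of other small RNA species are not in the deposited tables and were not analysed here.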

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

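Chosen only after the result was seen were the splits for vehicle against naive mdx mice, for the correlation, for the share with the opposite sign, for the miR-34/miR-449 list and for the smallest p of any list, the tests without 1 library for miR-122, miR-449a-5p and the miR-34 arms, the red blood cell ratio tests of miR-92b-3p and the miR-34 arms, and the measures searched for a mouse far from its group.

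Of 27 measures in the vehicle group, 2 had a mouse far from the rest. For each single measure chance gives such a gap in about 5% of groups, so chance is not excluded for 2 of 27. miR-122-3p was at 46.2 CPM in mouse 42 against 5.12 to 10.3 CPM in the other 3 mice (gap over range 0.874). miR-133b-3p was at 369.2 CPM in mouse 41 against 727 to 793 CPM in the others (gap over range 0.846). Some lists passed camera at its preset correlation in a comparison for which the paper does not discuss them as a group, although it names miR-449a-5p with Givinostat, and 2 members each of the miR-378 family and the signature of dystrophic muscle from these samples. In naive mdx mice camera called the Dlk1-Dio3 cluster in the direction down (adjusted p = 0.0260; adjusted p = 0.460 with an estimated correlation), while 3 of its 34 tested members fell, 1 rose and 30 did not pass. It was not called with fry, with the covariate or without naive mdx mouse 36 either. With Givinostat camera called the miR-378 family in the direction down (median -0.45, adjusted p = 0.0392; adjusted p = 0.544 with an estimated correlation), with 0 of 5 members past edgeR's test, over the list alone too. It was not called with fry, with the covariate (adjusted p = 0.916), or without mouse 31, 35, 41 or 42 either. The signature of dystrophic muscle was called in the direction up (median 0.27, adjusted p = 0.0263; adjusted p = 0.187 with an estimated correlation), with 0 of 9 members past edgeR's test over all miRNAs and 1 over the list alone. It was not called with fry (adjusted p = 0.136), or without mouse 35, 41 or 43 (adjusted p from 0.0570 to 0.137) either. The miR-34/miR-449 family was called in the direction up (adjusted p = 1.17e-06; adjusted p = 0.0998 with an estimated correlation, and 0.136 with fry), with 0 of 3 tested members past edgeR's test over all miRNAs and 3 over the list alone.

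With Givinostat miR-92b-3p was called and miR-449a-5p was above its floor over the vehicle group. The 3 tested arms of miR-34b and miR-34c had positive log2 fold changes. They did not pass edgeR's main test over all miRNAs (adjusted p from 0.0521 to 0.171). Under 9 of 24 alternatives miR-34c-5p passed, DESeq2 over all libraries included (adjusted p = 0.0167). A lower depth with vehicle is argued against by the totals, whose ranges share 72218 counts, and mouse 34 as the whole source of miR-92b-3p by a log2 fold change of 1.69 (SE 0.44) without it, against 2.35 (SE 0.46) with it, although the smaller change ended the call. The red blood cell ratio as a covariate left miR-92b-3p at 2.31 (SE 0.75) and the median of the miR-34 arms at 1.79 (median SE 0.79; 1.90 and 0.48 before); the call of miR-92b-3p ended with its larger error. The share of mouse 34 cannot be told apart from that of the group for miR-449a-5p or for the miR-34 arms, since 2 treated mice remain. Without it the log2 ratio of miR-449a-5p to the vehicle floor is 3.02 (SE 1.19). The median of the miR-34 arms is then 1.02 (SE 0.43). In exact permutations of the 7 mice, 1 of 35 splits, the real one, gave as small a camera p for the miR-34/miR-449 list (7.83e-08). The lowest camera p of the others was 8.76e-08, with mice 34, 35 and 43. The list, however, was picked for its p in the real split. Over the smallest p of any list 2 of 35 splits were as small (real 7.83e-08, lowest other 3.20e-11, for the liver list). Chance is therefore not excluded, and a response to the drug stays open.

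Muscle miRNAs were higher and miR-122 lower in naive mdx mice. With the red blood cell ratio as a covariate the muscle list had a median of 2.97 (median SE 1.10), against 4.62 (0.45) without it. The smaller folds and larger errors left 1 of 7 calls. With the covariate camera still called the muscle list (up, adjusted p = 1.95e-09) and the miR-378 family (up, adjusted p = 2.53e-07). That ratio separates the groups completely, and its direction reverses with miR-486a-5p, for which no fit was run. The median left with the covariate argues against haemolysis, as read from miR-451a, as the whole source of the muscle rise. Of the 9 tested red blood cell miRNAs 4 were lower and 3 higher in naive mdx mice. Because the ratio separates the groups, the fit cannot tell how much of the rise came from haemolysis. Part of the ratio's fall lies in miR-23a-3p, with 9231 to 11541 counts in naive wt and 16772 to 20077 in naive mdx mice. The red blood cell list held 1.07% of CPM in naive mdx and 0.984% in naive wt mice, and the muscle list 29.5% and 1.48%. These shares argue against haemolysis as the main source of the rise of the muscle list. Muscle reads that dilute all other miRNAs would lower them alike, but miR-122-5p lay at -3.94 (SE 0.82) from the median miRNA, and its change was still -3.39 without the library that gave it most. The splits of 3 against 3 mice are too few for a share under 0.05: the real split called 160 miRNAs, as did 1 of 10 splits counting itself, and the highest other 0 in edgeR (8 to 33 at an unadjusted p under 0.05; DESeq2 was not run on splits), and the real split called 4 lists, reached by 4 of 10, and the highest other 5. Release from dystrophic muscle stays a hypothesis, and the strain, which differs between the groups in the paper, was not tested apart from the mutation.

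The naive mdx and Givinostat comparisons ran in opposite directions across miRNAs. Chance is not excluded: 9 of 35 splits of the Givinostat and vehicle mice gave a correlation as far from 0 (real -0.376, highest other -0.51), and 4 of 35 a share with the opposite sign as large (real 76.2%, highest other 83.8%). Nor is it excluded for the number of called miRNAs (real 1, highest other 1, reached by 2 of 35 splits) or of called lists (real 3, highest other 4, reached by 8 of 35 splits). Between vehicle and naive mdx mice the real split called 0 miRNAs (17 at an unadjusted p under 0.05, DESeq2 0), which all 35 splits reach, so they decide nothing about that count. The highest other, mice 37, 39, 41 and 42 against mice 36, 40 and 43, called 69, the next 19, and the rest 0. Whether the calls of that split reflect chance or a structure of the samples was not tested. A partial return with the drug could not be set apart from chance.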

How the results depend on the processing

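The alternative without miR-122-5p and the covariate's share over the same 160 miRNAs were chosen after seeing the data; all others were planned. No paired analysis was possible because the groups share no replicate numbers. The counts of miRNAs lower with Givinostat (10 at an unadjusted p under 0.05 in edgeR) and changed between vehicle and naive mdx mice (17) were 0 under every alternative, DESeq2 included. In naive mdx mice 70 to 118 miRNAs were higher under all alternatives but the covariate, which left 1. The number lower was 96 with upper-quartile factors, 23 with library totals, 19 and 18 with limma at pseudocounts of 1 and 5, 0 with the covariate, and 40 to 64 without 1 library (40 without naive wt mouse 89). Of the 160 called, 160 were called with RLE, 143 with upper-quartile factors and 156 with DESeq2. Upper-quartile factors moved the median of all miRNAs by 0.11 with Givinostat, and library totals by -0.20 between vehicle and naive mdx mice. The number higher with Givinostat was 3 with upper-quartile factors, 2 with library totals, 2 in each of the 3 DESeq2 settings, 2 with robust estimation, 6 with no filter, 4 with naive mdx and vehicle mice as the control, 0 with a mean of at least 10 CPM, 0 and 0 with limma, 0 with the covariate, and 0 to 6 without 1 library (6 without mouse 31, 0 without any other). The share with the opposite sign was 0% with the covariate, but over the 1 miRNA it left called; over the same 160 miRNAs it was 60.6%, and the correlation -0.40. The covariate also reversed the muscle list with Givinostat (up, adjusted p = 0.0124) and left 42 of the 61 lower miRNAs below 0; of those that the rule for naming picked, it reversed 9, none then passing (adjusted p from 0.815 to 0.992): miR-126a-3p 0.74, miR-142a-3p 1.08, miR-144-3p 1.30, miR-144-5p 1.47, miR-199b-5p 0.26, miR-218-5p 0.68, miR-32-5p 0.26, miR-434-5p 0.086 and miR-451a 0.17. The correlation was -0.48 to -0.09 throughout. The lists called in naive mdx mice were 0 with an estimated correlation, 9 with fry and 2 to 4 without 1 library (2 without naive mdx mouse 36). With Givinostat they were 0, 0 and 1 to 3 (1 without mouse 41 or mouse 35). In naive mdx mice fry, unlike camera, called the miR-30, let-7 and miR-25/92 families. It also called the signature of dystrophic muscle and the myeloid and platelet lists (fry adjusted p from 0.00110 to 0.0297 over these lists). With miR-486a-5p in place of miR-451a the ratio reversed, to 1.13 in naive mdx against naive wt mice and -0.833 with Givinostat. For all these the cause was not tested, apart from fewer mice or miRNAs. Among other values of single miRNAs, 93.7% kept their side of the threshold, 3.90% lost and 2.01% gained the call. Among those of lists the shares were 91.6%, 6.38% and 1.74%. Values that passed in neither fit count as kept whatever their direction. Some of them changed sign, such as miR-122-5p with Givinostat (-1.13 to 0.33). Depth limits miRNAs under 1.03 to 2.57 CPM.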

Differences from the paper's values

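The alternatives named here were set before the data were examined, apart from leaving out miR-122-5p, and the paper's threshold of a false discovery rate of 5% was used. The paper's FC values were read as log2 fold changes, the unit given for its volcano plots. The paper reports 2 miRNAs higher with Givinostat than with vehicle, and edgeR called 1. The number was within 1.5 times the paper's, the tolerance used for counts, with upper-quartile factors (3), library totals (2), DESeq2 over all libraries with or without its prior and with 2 groups only (2 each), and edgeR with robust estimation (2). It was not within it with RLE factors (1), no filter (6), a mean of at least 10 CPM (0), edgeR with 2 groups only (1), legacy = TRUE (1), limma at either pseudocount (0), the red blood cell list left out (1), the covariate (0), the joined control (4), any library left out (0 or 6), or miR-122-5p left out, which was chosen after seeing the values (1). The settings that gave 2 called miR-92b-3p and miR-34c-5p. miR-449a-5p, which the paper calls, was called in edgeR with no filter (adjusted p = 6.40e-08) and without Givinostat mouse 31 (adjusted p = 0.00195). It was called in no DESeq2 setting (adjusted p from 0.255 to 1). Its log2 ratio to the vehicle floor, 4.68 (SE 1.31), is not counted as a difference from the paper's 4.388.

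For miR-133a-5p in naive mdx against naive wt mice the paper's FC, read as log2, is 5.973 and the log2 fold change here 6.51 (SE 0.43). It was within the standard error of the paper's with upper-quartile factors (6.29), DESeq2 with its prior (6.25), limma at a pseudocount of 5 (6.40), and without naive wt mouse 89 (6.35), naive wt mouse 95 (6.30) or naive mdx mouse 37 (6.11), and not under the other alternatives. For miR-133b-3p the paper's value is 5.441 and the one here 5.91 (SE 0.46). It was within the standard error with upper-quartile factors (5.68), no filter (5.90), DESeq2 with its prior (5.64), limma at a pseudocount of 5 (5.88), and without naive wt mouse 95 (5.60) or naive mdx mouse 37 (5.60), and not under the others.

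The paper describes miR-122-3p and miR-122-5p as the lower miRNAs of highest significance in naive mdx mice. Of the 178 miRNAs with a negative log2 fold change they ranked 6 and 10 by p-value, and 1 and 2 by size of the fold change; the smallest p was that of miR-205-5p (log2 fold change -1.65, adjusted p = 0.00012 from edgeR). By p-value they held ranks 1 and 2 in DESeq2 with 2 groups only, with library totals, in edgeR with no filter and with limma at either pseudocount; in edgeR with 2 groups only the ranks were 1 and 10, and under the other alternatives, DESeq2 over all libraries included (15 and 22), neither held rank 1 or 2. The paper's notes to Additional Table 5 describe many changed miRNAs in all contrasts; edgeR called 160 between naive mdx and naive wt mice and 1 between Givinostat and vehicle mice.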

Other observations

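The comparison with hairpin GC content was chosen only after the result was seen; the lists were not. Blood cell miRNAs moved apart in naive mdx plasma. Of 9 miRNAs of red blood cells 4 fell and 3 rose: miR-451a changed by -1.17 (SE 0.24), miR-144-3p by -1.72 (SE 0.39) and miR-16-5p by -0.86 (SE 0.22), while miR-486a-5p changed by 2.21 (SE 0.48) and miR-486b-3p by 1.83 (SE 0.36). Their median was 0.08 where camera's direction was down (adjusted p = 0.491). miR-486 is also made in muscle, and its copies share reads: in vehicle mouse 41 miR-486a-5p had 9275 counts and miR-486b-5p 3501, the reverse of the other mice. Of 6 myeloid miRNAs 2 fell, miR-146a-5p by 0.85 (SE 0.22) and miR-142a-3p by 0.93 (SE 0.35) on the log2 scale (camera adjusted p = 0.199; 3 lower adjusted over the list alone). The 4 lymphocyte miRNAs did not pass in edgeR (median -0.48, camera adjusted p = 0.268), and with library totals miR-150-5p and miR-342-3p turned positive. Without naive mdx mouse 36 all 4 were lower: miR-150-5p by 1.32, miR-150-3p by 1.26, miR-342-3p by 0.93 and miR-342-5p by 1.43 on the log2 scale (edgeR adjusted p at most 0.0250). miR-342-5p also passed with upper-quartile factors, with no filter, in edgeR with 2 groups only and with miR-122-5p left out. Of 6 tested platelet miRNAs miR-199a-5p and miR-199b-5p fell (camera adjusted p = 0.268), and of 2 endothelial ones miR-126a-3p fell, by 1.07 (SE 0.36). With library totals and with limma, miR-451a, miR-146a-5p, miR-142a-3p, miR-199b-5p and miR-126a-3p did not pass. In edgeR with 2 groups only, miR-146a-5p did not pass either. Calls were also lost without single mice (log2 fold change without the mouse of that number): miR-146a-5p (-0.65 without 95), miR-142a-3p (-0.82 without 89, -0.93 without 95, -0.93 without 36, -0.79 without 37) and miR-126a-3p (-0.84 without 89, -0.89 without 36, -1.08 without 37).

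Of 5 tested neuron miRNAs 3 fell and 1 rose in naive mdx plasma (camera adjusted p = 0.361): miR-9-5p changed by -2.47 (SE 0.76) and miR-219a-2-3p by -2.37 (SE 0.66), and miR-128-3p, also of muscle, by 2.09 (SE 0.35). Of 9 tested fibrosis miRNAs the miR-29 members rose (miR-29a-3p 1.42 (SE 0.25), miR-29c-3p 1.75 (SE 0.29)), and miR-199a-5p, miR-214-3p and miR-214-5p fell; the median was 0.52 where camera's direction was down (adjusted p = 0.851). The signature of dystrophic muscle had 3 of 9 tested members higher (adjusted p = 0.190; 3 adjusted over the list alone), namely miR-206-3p, miR-1a-3p and miR-29c-3p. In the Dlk1-Dio3 cluster miR-409-3p, miR-434-5p and miR-485-3p fell, miR-493-5p rose and 30 of 34 tested did not pass; the median was -0.59, 0 passed in edgeR when adjusted over the list alone, and the adjusted p was 0.460 with an estimated correlation. The 3 tested members of the miR-34/miR-449 family did not pass edgeR's main test over all miRNAs in naive mdx mice (median 1.04, camera adjusted p = 0.491), and 2 did when adjusted over the list alone. Of 22 alternatives miR-34b-3p passed in 5, miR-34c-3p in 6 and miR-34c-5p in 2. Limma at either pseudocount called miR-34b-3p and miR-34c-3p. The 2 tested miRNAs of the Sfmbt2 cluster families were at 0.01 (miR-467c-5p, negative with upper-quartile and RLE factors) and -0.73 (miR-669c-5p). The miR-34/miR-449 members passed with library totals (edgeR adjusted p at most 0.0491), and miR-409-3p, miR-434-5p and miR-485-3p did not pass with these or with limma. miR-219a-2-3p did not pass with limma at either pseudocount. With 2 groups only, miR-434-5p did not pass in edgeR or DESeq2, and miR-493-5p did not pass in DESeq2. Without single mice (by number) calls were lost for miR-9-5p (-1.99 without 89, -1.95 without 36), miR-219a-2-3p (-1.59 without 89), miR-409-3p (-0.81 without 86), miR-434-5p (-0.72 without 86, -0.99 without 89, -0.99 without 95, -0.56 without 36), miR-485-3p (-1.06 without 86, -0.94 without 89, -1.10 without 95, -1.03 without 36, -0.73 without 37) and miR-493-5p (1.71 without 89, 1.82 without 95, 1.69 without 37), and gained for miR-669c-5p (-1.19 without 39), miR-34c-3p (1.92 without 86) and miR-34c-5p (1.34 without 36).

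With Givinostat, the 12 of 15 tested lists that camera did not call had adjusted p from 0.0875 (miR-25/92 family) to 0.945 (muscle list). The signature of dystrophic muscle, called there, had 0 members past edgeR's test over all miRNAs and 1, miR-34c-5p, when adjusted over the list alone; 6 of its 9 tested members are in other lists too, the paper names 2 of them from these samples, and its adjusted p was 0.187 with an estimated correlation. The miR-378 family had 5 of 5 members below 0 and adjusted p = 0.544 with an estimated correlation. Of the red blood cell list, miR-451a was at 0.76 (SE 0.22, edgeR adjusted p = 0.255).

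In the split of vehicle and naive mdx mice that called 69 miRNAs (28 higher, 41 lower), the log2 fold changes had a Pearson correlation of -0.50 with the GC content of the hairpin across 352 miRNAs, which are not independent replicates. A split that called 0 miRNAs, mice 36, 40, 41 and 43 against the rest, was about as far from 0 (0.485). The same correlation was 0.25 in naive mdx against naive wt mice and -0.30 in Givinostat against vehicle mice. In the latter, 12 of 35 splits were as far from 0 (farthest other -0.421). Among splits of naive mdx and naive wt mice, most were farther from 0 than the real one (0.433, -0.432, -0.407, 0.332, -0.301, -0.290 and 0.266). The remaining splits gave 0.247 and -0.170.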
